# Functional Genomics, Transcriptomics, and Proteomics Reveal Distinct Combat Strategies Between Lineages of Wood-Degrading Fungi With Redundant Wood Decay Mechanisms

**DOI:** 10.3389/fmicb.2020.01646

**Published:** 2020-07-28

**Authors:** Gerald N. Presley, Jiwei Zhang, Samuel O. Purvine, Jonathan S. Schilling

**Keywords:** fungal interactions, secondary metabolites, brown rot, microbial ecology, wood decay basidiomycetes

## Abstract

Wood-degrading fungi vary in their strategies for deconstructing wood, and their competitive successes shape the rate and fate of carbon released from wood, Earth’s largest pool of aboveground terrestrial carbon. In this study, one-on-one interspecific interactions between two model brown rot (carbohydrate-selective) fungi, *Gloeophyllum trabeum* and *Rhodonia* (*Postia*) *placenta*, were studied on wood wafers where a clearly resolved interaction zone (IZ) could be generated, reproducibly. Comparative RNAseq and proteomics between the IZ and non-interacting hyphae of each species identified combative strategies for each fungus. Glycoside hydrolases were a relatively smaller portion of the interaction secretome compared to non-interacting hyphae. The interaction zone showed higher pectinase specific activity than all other sampling locations, and higher laminarinase specific activity (branched β-glucan proxy) was seen in the IZ secretome relative to equivalent hyphae in single-species cultures. Our efforts also identified two distinct competitive strategies in these two fungi with a shared nutritional mode (brown rot) but polyphyletic ancestral lineages. *Gloeophyllum trabeum* (Gloeophyllum clade) upregulated more secondary metabolite (SM) synthesis genes in response to a competitor than did *R. placenta*. *R. placenta* (Antrodia clade) upregulated a larger variety of uncharacterized oxidoreductases in interacting hyphae, suggesting that these may play a role in mediating competitor response in this fungus. Both species produced several hypothetical proteins exclusively in the interaction zone, leaving questions as to the function of these proteins. This work supports the existence of multiple interaction strategies among brown rot fungi and highlights the functional diversity among wood decay fungi.

## Introduction

Wood-degrading basidiomycetes live in complex microbial communities, sometimes with thousands of other fungal species in a single piece of degrading wood (Rajala et al., 2012). These fungi utilize a variety of combative strategies to compete for resources which impact wood decomposition rates and help modulate global carbon cycles (Hiscox et al., 2015; O’Leary et al., 2018). The physical, biochemical, and chemical responses basidiomycetes produce when confronted with competitors can be replicated in synthetic culture and used to study the mechanistic basis of these interactions (Boddy, 2000). Lab-based study of fungal interspecific interactions can enable a better understanding of fundamental processes that drive forest ecosystem function.

One component of competitor response is the expression of fungal cell wall-degrading enzymes. Fungal cell walls, composed primarily of chitin and branched beta glucans, can serve as a source of nutrients for competing fungi as the “losing” competitor’s territory is overtaken (Boddy and Hiscox, 2016). Cell wall beta-glucans and chitin are degraded by extracellular glycoside hydrolases (GHs) belonging to several GH families including GH 16 β-glucanases, GH 18 chitinases, and GH 20 β-N-acetyl-glucosaminidases (Martin et al., 2007; Langner and Gohre, 2016). Elevated GH 18 chitinase expression levels have been shown in secondary colonization of dead fungal hyphae of *Heterobasidion irregulare* by the white rot basidiomycete *Phaneorchaete chrysosporium*, a pattern which may also appear in response to the hyphae of living fungal competitors (Karlsson et al., 2016). This type of response is likely widespread among wood-degrading saprophytes, as hyphal displacement is a common process in natural successional cycles among decay fungi (O’Leary et al., 2018). In contrast, expression levels of other classes of GHs involved in plant cell wall degradation have been shown to remain constant during interspecific interactions, as seen in the white rot fungus *Pycnoporus coccineus* paired against *Coniophora puteana* or *Botrytis cinerea* (Arfi et al., 2013). This pattern, albeit produced from a combination of model species, suggests a diversion of resources away from plant cell wall metabolism and toward fungal cell wall metabolism during interspecific combat.

Basidiomycete oxidoreductases known to participate in lignin decomposition also appear to play a role in mediating interspecific interactions (Hiscox and Boddy, 2017). Laccase activity is widely induced in interspecific interactions of white rot basidiomycetes (Baldrian, 2004; Snajdr et al., 2011) as are ligninolytic peroxidases (Hiscox et al., 2010) and the expression of uncharacterized oxidoreductases (Eyre et al., 2010). The biological function of these enzymes in interactions is not known, but upregulated laccases may be involved in melanin synthesis at the interaction zone, which can serve as a protective barrier between interacting fungi (Silar, 2005; Kuees and Ruehl, 2011; Cordero and Casadevall, 2017). Laccases can also degrade toxic metabolites produced by competitors during interactions (Hiscox and Boddy, 2017), which is an important biological function in interactions laden with antimicrobial metabolites.

In addition to a rich enzymatic diversity, saprotrophic basidiomycetes are also rich sources of secondary metabolites (SMs), and possess a variety of SM-synthesizing genes in their genomes (Quin et al., 2013; Riley et al., 2014). The biological functions of most basidiomycete SM-synthesizing genes are predominantly unknown but could plausibly function as antibiotics against competitor species. Several types of SMs including terpenes and polyketide-derived molecules are produced in response to fungal competitors (Hynes et al., 2007; Evans et al., 2008; El Ariebi et al., 2016; Yao et al., 2016; Hiscox and Boddy, 2017; O’Leary et al., 2019). *Gloeophyllum* sp. are wood-degrading basidiomycetes known to produce several terpenes such as gloeophyllins (Rasser et al., 2000; Han et al., 2015) and orsellinic acid-based polyketides such as oosponols (Sonnenbichler et al., 1997; Rasser et al., 2000) in axenic culture and during interactions (Sonnenbichler et al., 1993, 1994). *Gloeophyllum trabeum* is a well-studied model brown rot fungus whose genome encodes a several SM synthesis genes predicted to produce SM scaffolds of known *Gloeophyllum* metabolites, but their biological role is unknown (Sonnenbichler et al., 1994; Lackner et al., 2012; Wawrzyn et al., 2012). *G. trabeum* has been studied extensively in axenic culture and is an ideal model brown rot system to study the role of these genes in facilitating basidiomycete interactions.

In this study, we investigated the mechanisms of interaction between two model brown rot fungi, *Gloeophyllum trabeum* and *Rhodonia placenta*, both of which are common inhabitants of softwood lumber and could presumably come into contact with one another in this environment. The interactions were facilitated on aspen wood wafers so functional -omics techniques could be used to compare previous interaction cultures to each individual species (Zhang et al., 2016, 2019). The two fungi were grown against one another to simulate interspecific interactions and secreted proteins and RNA were extracted within and around the interacting hyphae. The proteome composition and plant and fungal polysaccharide-degrading activity was compared to actively growing hyphae of single-species cultures as were gene expression profiles from equivalent locations to allow the overlay of transcriptomics, proteomics, and enzyme activity data. This work identifies several proteins that are important in mediating basidiomycete interspecific interactions and identifies two different interaction strategies in the species tested.

## Materials and Methods

### Culture Conditions and Interaction Microcosms

*Gloeophyllum trabeum* ATCC 11539 and *Rhodonia* (*Postia*) *placenta* MAD 698-R were maintained on malt extract agar and 1 cm diameter agar plugs were used to inoculate soil block microcosms as previously described (Presley and Schilling, 2017). These test strains were chosen for the depth of experimental data associated with them and because they grew at similar rates in the experimental setup used here, which enabled reproducible interactions to be generated. Sterile 19 mm aspen blocks were degraded for 4 weeks in soil block jars for each species and then were used as inoculum for interaction microcosms. Interactions were simulated by placing one *G. trabeum* and one *R. placenta* block opposing one another in empty soil microcosms and laying a 60 × 23 × 3 mm aspen wafer (largest face in cross section) across the top of the two blocks (Figure 1). Fungal hyphae grew together until they met in the center of the wafer, forming an interaction zone which was then sampled along with surrounding hyphae for protein and RNA, as described below.

**FIGURE 1:**
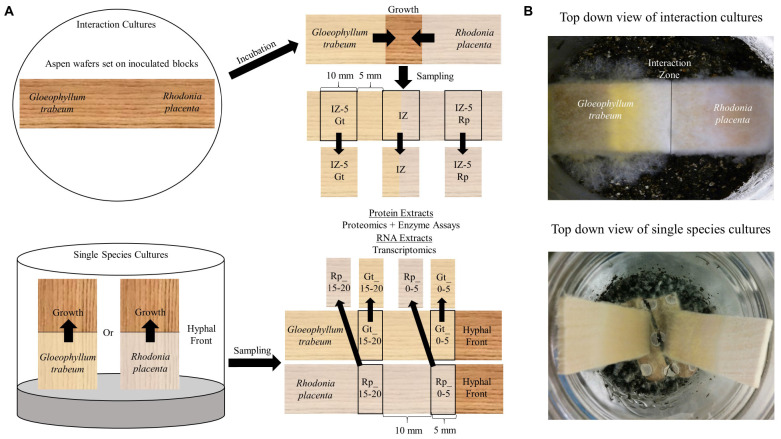
**(A)** Diagrammatic representation of the two culture types and sampling regime used to generate the different types of decayed wood pieces that were extracted for secretomic or transcriptomic analysis. Competition microcosms used to simulate interspecific interactions between *Gloeophyllum trabeum* and *Rhodonia placenta* in this study. Pre-inoculated wood blocks for each species are used as inocula for each end of a thin aspen wafer placed across them. The two species grow together and contact in the middle of the wafer where the interaction zone and surrounding hyphae 5 mm outside of the interaction zone is sampled for protein and RNA for proteomic and transcriptomic analysis. Single species cultures were the same cultures generated in previous studies (Zhang et al., 2016, 2019; Presley et al., 2018). Gene expression data from single species cultures was adapted from Zhang et al. (2016, 2019) while proteomics data from this culture type was adapted from Presley et al. (2018). **(B)** Pictures of the two culture types from the top down.

### Protein Extraction and Purification

Interaction wafers were sampled for protein at three sections, one consisting a 10-mm section surrounding the interacting hyphae (IZ), and one 10 mm section 5 mm behind the boundary of the interaction zone toward each species (IZ-5Rp and IZ-5Gt). Non-degraded aspen wood was extracted as a control. For protein extracts, three replicate pools of 15 interaction wafers per poor were extracted with 100 ml of cold extraction buffer (0.5 M NaCl, 0.05 acetate, 0.05% tween 80, pH 5.0) for 24 h at 4°C with gentle shaking. Extracts were filtered through polyester cloth, centrifuged at 4000 × g for 30 min at 4°C, and filtered through 0.2 μm sterile PVDF filters. Extracts were exchanged into 0.05 M citrate pH 5.0 and concentrated using Vivaspin Polyethersulfone (PES) 10 kDa cutoff membranes prior to freezing at −20°C. Protein concentrations of extracts were determined using a BioRad protein assay kit (Hercules, CA, United States).

### Biochemical Assays

Protein extracts were assayed for poly, oligo, and disaccharide-degrading activity and compared to previously generated values for single-species cultures on aspen wood 0–5 mm from the advancing hyphal front (Rp/Gt_0–5) and 15–20 mm behind the hyphal front (Rp/Gt_15–20) (Presley et al., 2018). Endoglucanase (EG), xylanase (Xyl), laminarinase (Lam), and pectinase (Pec) activity were measured in triplicate using the DNS assay for reducing sugars (Ghose, 1987). Reactions were done at 50°C in 0.05 M citrate at pH 5.0 using 1.5% carboxymethyl cellulose (EG), 2% birchwood xylan (Xyl), 0.25% laminarin (Lam), and 0.5% polygalacturonic acid (Pec) as substrates. Color was developed at 90°C and absorbance of developed reactions was measured at 540 nm. Units were defined as the amount of enzyme required to liberate 1 μmol of glucose, xylose, glucose, or galacturonic acid reducing equivalents per minute under the above conditions for EG, Xyl, Lam, and Pec activity, respectively.

β-glucosidase (BGL) and β-N-acetylglucosaminidase (BNAG) were measured in triplicate by monitoring the liberation of 4-nitrophenol from 4-nitrophenyl-β-D-glucoside and 4-nitrophenyl-β-D-N-acetylglucosamine, respectively. Reactions were carried out in 10 mM of substrate and 0.05 M citrate, pH 5.0 at 50°C and quenched with 2 volumes of 0.2 M Na_2_CO_3_. Absorbance at 400 nm of quenched reactions was measured and one unit of activity was defined as the amount of enzyme required to liberate 1 μmol of 4NP per minute in the above conditions.

### Mass Spectrometry

Portions of the same protein extracts used for biochemical assays were reserved for proteomics analysis after extraction and purification, as above. Three separate extracts of pools of 15 interaction wafers per pool were analyzed for proteomic studies. Extracts were precipitated in TCA/acetone, pelleted, and reconstituted in saturated guanidine-HCl. The protein concentration of each cellular extract was determined by BCA assay (Smith et al., 1985). For each sample, processing replicates were performed; 50 μg of protein was aliquoted to low-retention Eppendorf tubes for downstream sample processing. All samples were incubated for 30 min at 60°C with tris(2-carboxyethyl)phosphine (Bond-Breaker TCEP, Thermo Fisher Scientific, Rockford, IL, United States) to reduce disulfide bonds. Alkylation of cysteine residues was performed by treatment with 50 mM iodoacetamide, which was added from a 500 mM iodoacetamide, 500 mM ammonium bicarbonate stock solution. After addition of iodoacetamide, all samples were incubated at room temperature in the dark for 40 min on a rocker. Each sample was then diluted to 0.9 M urea with 500 mM ammonium bicarbonate. To each 50 μg sample, 0.1 μg of mass spectrometry grade trypsin (Promega Corp., Madison, WI, United States) was added and incubated overnight at 37°C. Peptides were extracted from each sample using solid phase extraction with Discovery C18 50 mg resin columns (Supelco, St. Louis, MO, United States). Each column was activated with 2 ml of methanol followed by equilibration with 6 ml of 18 mΩ water. The sample was applied to the column and then the column was washed with 8 ml of 50 mM ammonium bicarbonate. Peptides were eluted with two 0.9 ml washes of 40% acetonitrile. Samples were dried using a centrifugal concentrator (Thermo Fisher Scientific, Asheville, NC, United States) and stored at −20°C until LC/MS analysis.

Peptides were solubilized in 150 μl solvent A (0.1% formic acid). For LC/MS analysis, 5 μl of sample was injected onto a Jupiter C18 resin reverse-phase column (3 μm particle size, 35 cm long, 75 μm inner diameter; Phenomenex, Torrance, CA, United States). The peptides were eluted at 0.3 μl min^–1^ with an Agilent (Santa Clara, CA, United States) 1200 high-performance liquid chromatograph with solutions of solvent A and 0.1% formic acid in acetonitrile (solvent B) using the following conditions: 0–30 min, isocratic at 100% solvent A; 30–32 min, linear gradient to 8% solvent B; 32–50 min, linear gradient to 12% solvent B; 50–105 min, linear gradient to 35% solvent B; 105–127 min, linear gradient to 60% solvent B; 127–130 min, linear gradient to 95% solvent B; and isocratic at 95% solvent B for 5 min. Eluted peptides were introduced into an Orbitrap XL mass spectrometer (Thermo Fisher Scientific, Waltham, MA, United States) by electrospray ionization.

Spectra were collected in a data-dependent mode, with the five most intense ions in each survey scan selected for collisional-induced dissociation in the five subsequent scans. Spectra were deconvoluted using the DeconMSn software (Mayampurath et al., 2008) to more accurately assign parent ion mass and ion charge state. Spectra were then searched against predicted peptides derived from the fungal genome sequences via MS-GF+ [software used to analyze tandem mass spectra data, (Kim and Pevzner, 2014)], using a 20 ppm parent ion mass tolerance in searches of tryptic peptides with a variable post-translational modification of oxidized methionine. Peptides from the interaction zone were searched against predicted peptides from each fungus in a single concatenated FASTA file. A Q value cut off (≤0.01) was utilized to allow a ∼1% false discovery rate (FDR) at each individual data set level, as assessed from a decoy identification search utilizing the reverse fungal genome sequence. Twenty-one peptides mapped to more than one protein in the interaction zone, however, none of these had hits to proteins that were in the opposing species. Spectra that mapped to more than one protein were assigned to the first occurrence of a matching protein in the concatenated FASTA file. The raw proteomics data is deposited in the PRIDE/ProteomeXchange database, project accession: PXD009480 and project doi: 10.6019/PXD009480.

### RNA Extraction and RNA-Seq

Five mm sections from equivalent locations on two replicate wood wafers (about 200 mg each) were snap frozen in liquid nitrogen and ground to powder prior to extraction in 2 ml of TRIzol (Life Technologies). Samples were taken from locations equivalent to those used for proteomics analysis. Samples were purified using an RNeasy minikit (Qiagen, Inc.) with on-column DNase digestion. RNA quality was monitored using an Agilent Bioanalyzer (Agilent Technologies) and only RNA samples with RNA integrity >8 were used for RNA-seq. RNA-seq was performed as previously described (Zhang et al., 2016) on a HiSeq 2500 system (Illumina) at the University of Minnesota Genomics Center. Duplicate samples of each type, interaction zone (IZ), 5 mm outside of the interaction toward *G. trabeum* (IZ-5Gt), and 5 mm outside of the interaction toward *R. place*nta (IZ-5Rp) were sequenced.

RNA-seq data analysis was performed on the Galaxy platform^1^ using described procedures for differential expression analysis (Trapnell et al., 2012). Raw reads were cleaned with Trimmomatic (v0.3) and mapped against *R. placenta* MAD698-R (v1.0) and *G. trabeum* ATCC11539 (v1.0) genomes together in a single concatenated file using TopHat (v2.0.13). Previously generated RNA-seq data from single-species cultures of both species grown on equivalent on aspen wafers were used for comparison to data generated in this study (Zhang et al., 2016, 2019). Expression levels at the leading hyphal edge of fungal cultures on aspen and 5 mm outside of the interaction zone from hyphae of each of the interacting species were compared to expression levels found at the IZ. Reference transcript models from the JGI database were used to determine differences in expression levels as Reads Per Kilobase Per Million (RPKM) in pairwise comparisons among samples using Cuffdiff (Galaxy Tool Version 2.2.1.3) using geometric normalization. FDR was set at <0.05. Transcripts with fourfold greater RPKM values in the IZ sample relative to other samples were identified. When the IZ RPKM values were compared to either the *G. trabeum*-only samples or the *R. placenta*-only samples only the reads from the IZ that mapped to the *G. trabeum* or *R. placenta* genome, respectively, were considered for fold-change analysis. Most reads from *G. trabeum* or *R. placenta*-only samples did not map (RPKM = 0) to the opposing fungus’s genome, and those that did had RPKM values generally well below 1. 

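Genes of the opposing fungus were almost silent in the single-species cultures and carried a weak but broad signal in the hyphae 5 mm outside of the interaction zone. In Rp_0–5, 97.1% of the 11819 G. trabeum genes were listed at an RPKM of exactly 0, and in Gt_0–5, 98.4% of the 17173 R. placenta genes were. In IZ-5Rp and IZ-5Gt these shares were 58.4% and 70.5%. Among the opposing genes above 0, the median RPKM was 0.0124 in Rp_0–5, 0.0209 in Gt_0–5, 0.00332 in IZ-5Rp and 0.0824 in IZ-5Gt. An RPKM of at least 1 was reached by 3 opposing genes in Rp_0–5, 5 in Gt_0–5, 10 in IZ-5Rp and 150 in IZ-5Gt. A few genes held most of this signal. The 5 leading G. trabeum genes held 96.9% of the RPKM assigned to that species in IZ-5Rp, with Gt50878 at 2217 and Gt101826 at 707, and the 5 leading R. placenta genes held 90.9% in IZ-5Gt, with Rp43099 at 9909 and Rp123951 at 374. These genes also had signal in the single-species cultures of the opposing fungus: Gt101826 was at 500 in Rp_0–5 and Rp43099 at 10361 in Gt_0–5. With RPKM multiplied by the span of each gene, the opposing fungus made up 0.919% of the signal in IZ-5Rp, 0.837% in Rp_0–5, 0.132% in IZ-5Gt and 0.197% in Gt_0–5. Read counts are not given in the tables, so the share of reads that did not map is unknown.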

The raw RPKM sequence data can be found in Supplementary Table S1 and in the Gene Expression Omnibus database (GSE151023).

### Secondary Metabolite Synthesis Gene Expression Analysis and Cluster Identification

Basidiomycete secondary metabolite (SM) scaffold-synthesizing genes including polyketide synthases (PKSs) (Lackner et al., 2012), sesquiterpene synthases (STSs) (Wawrzyn et al., 2012), non-ribosomal peptide synthases (NRPSs) (Kalb et al., 2013), and NRPS-like reductases (AFRs) (Brandenburger et al., 2016) were identified in the *G. trabeum* and *R. placenta* genomes. SM synthesis gene clusters analysis was performed with anti-smash fungal version (Weber et al., 2015) and gene clusters of upregulated SM genes were identified. Relative expression levels of genes in SM clusters of interest in the IZ were determined relative to levels previously found at the hyphal front of single-species cultures (Zhang et al., 2016, 2019).

### Sequence Analysis

Orthologous proteins were identified among those identified in secretomes and among genes fourfold upregulated in the interaction microcosms using the TRIBE-MCL clustering method (Enright et al., 2002). Secretion signal peptides for upregulated and secretome proteins were identified using Signal P prediction server (Armenteros et al., 2019).

## Results

### Generation of Interaction Microcosms

*Rhodonia placent*a and *Gloeophyllum trabeum* both colonized interaction aspen wafers at similar rates. Once established on the portion of the wafers in contact with the inoculated blocks, in most cases the hyphae advanced on to uncolonized wood in the direction of the opposing fungus and met in the wafer center within 2 weeks. While the location of contact varied somewhat from microcosm to microcosm, the microcosm design was reproducible enough to generate 47 wafers to sample (3 sets of 15 wafers for proteomics and 2 for RNAseq). Interaction outcomes were not measured because the cultures were sampled just as the hyphae came together. However, preliminary observations of longer-incubated cultures indicated that deadlock was the most common outcome under these conditions.

### Secretome Composition of Interacting Hyphae Compared to Single-Species Cultures

Secreted proteins isolated from the IZ were compared to those from non-interacting hyphae 5 mm outside of the interaction zone for each species (IZ-5Rp/Gt) and extracts from single-species cultures 0–5 mm (Rp/Gt_0–5) and 15–20 mm (Rp/Gt_15–20) behind an actively growing hyphal front (Presley et al., 2018). Interaction microcosms showed a reduced diversity of secreted protein compared to single-species cultures. Peptides from only 36 different proteins were identified in the IZ, 10 from *R. placenta* and 26 from *G. trabeum*, compared to 42 and 194 proteins identified in Rp_0–5 and Gt_0–5 extracts, respectively. *G. trabeum* proteins were responsible for 74.3% of the spectral counts observed in interactions while *R. placenta* proteins accounted for 25.7%. Fifteen and thirty-three proteins were identified in IZ-5Rp and IZ-5Gt extracts, respectively, whereas equivalent sections in single species cultures of *R. placenta* (Rp_15–20) and *G. trabeum* (Gt_15–20) had 62 and 110 identified proteins, respectively. Glycoside hydrolases (GHs) as a proportion of all proteins identified were lower in IZ extracts (6%) than in extracts outside of the interaction zone (IZ-5Rp/Gt, 21%). All single-species culture extracts had a higher proportion of glycoside hydrolases in than the IZ (15–21%) (Figure 2; Presley et al., 2018). Although GH production in the IZ was relatively lower than other extracts, a GH 115 putative α-glucuronidase not found in single-species cultures was produced outside (*G. trabeum* and *R. placenta*) and within (*G. trabeum*) the interaction zone (Supplementary Tables S1–S3). One of these (Gt 121308) was produced in particularly high abundance and it constituted 20% of all protein observations of proteins in the IZ-5Gt extracts.

**FIGURE 2:**
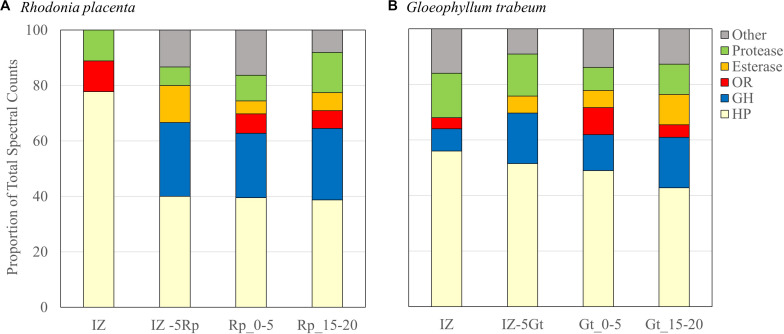
Secretome compositions from *Rhodonia placenta* **(A)** and *Gloeophyllum trabeum* **(B)** isolated from interacting (IZ) and non-interaction interacting hyphae 5 mm outside of the interaction zone (IZ-5Rp/Gt), and 0–5 mm (Rp/Gt_0–5), and 15–20 mm (Rp/Gt_15–20) behind the hyphal front of single species cultures. Protein categories are presented as proportions of the total numbers of spectral counts. HP, hypothetical protein; GH, glycoside hydrolase; OR, oxidoreductase.

No esterases/lipases were identified in extracts of the IZ while this group of enzymes composed 8% and 6–9% of the proteins found in extracts outside the interaction zone and in single-species cultures, respectively. Extracts from the interaction zone were primarily composed of hypothetical proteins (62%), compared to 48% and 41–47% in non-interacting hyphae and single-species cultures, respectively. Several proteins, eight from *R. placenta* and seven from *G. trabeum*, were found exclusively in the IZ (Table 1). The majority of these were uncharacterized hypothetical proteins, but both fungi produced their own putative acid protease exclusive to the interaction zone, both of which contained secretion signals predicted by SignalP (Armenteros et al., 2019).

**TABLE 1:** Proteins found exclusively in the interaction zone (IZ) produced by *Gloeophyllum trabeum* and *Rhodonia placenta*.

**Protein ID^a^**	**Name**	**Putative function^b^**	**Observations^c^**	**Size (kDa)**	**Signal P^d^**
**Rhodonia placenta**					
105721	FAD-binding protein	FAD-binding protein	4	53.28	18–19
1183565	Hypothetical protein	No strong hits	2	40.45	No
92184	Hypothetical protein	No strong hits	1	85.01	No
99255	Hypothetical protein	No strong hits	7	82.27	No
93455	Hypothetical protein	No strong hits	1	14.97	No
98779	Hypothetical protein	No strong hits	11	79.06	No
96562	Hypothtical protein	No strong hits	36	52.89	No
1127001	Protease, Acid	Polyporopepsin	3	42.22	19–20
***Gloeophyllum trabeum***					
101772	Hypothetical protein	No strong hits	1	28.76	19–20
91843	Hypothetical protein	Pumilo domain	1	137.06	No
128123	Hypothetical protein	No strong hits	1	22.38	No
108762	Hypothetical protein	No strong hits	7	17.55	17–18
112815	Hypothetical protein	No strong hits	1	32.95	No
136352	Protease, Acid	Acid protease	4	107.7	19–20
81033	Ser/Thr Protein Phosphatase	Ser/Thr Protein Phosphatase	1	66.63	No

**^*a*^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014). ^*b*^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015). ^*c*^Number of observations in the interaction zone protein sample (spectral counts). ^*d*^Signal peptides identified with Signal P 5.0 (Armenteros et al., 2019).**

### Enzyme Activities

Specific activities for six enzymes, pectinase (Pec), endoglucanase (EG), xylanase (Xyl), β-glucosidase (BGL), Laminarinase (Lam), and β-N-acetylglucosaminidase (BNAG), were measured on protein extracts from the IZ and outside of the interactions zone (IZ-5Rp/Gt) and were compared to those measured in single-species cultures 0–5 mm (Rp/Gt_0–5) or 15–20 mm (Rp/Gt_15–20) from the advancing hyphal front (Figure 3). Extracts of the IZ showed the highest pectinase specific activity, twofold and threefold higher than those found at Rp_0–5 mm and Gt_0–5, respectively. Laminarinase specific activity was also significantly higher (*p* < 0.05, Tukey’s HSD) in IZ extracts than all others except IZ-5Gt and Rp_15–20 mm. Only two GHs, both produced by *G. trabeum*, in the IZ, a GH 115 (121308) and a GH 3 (69843) were identified and neither of these are likely endo-laminarinases. All other measured activities were generally low in IZ extracts, but some plant polysaccharide-degrading activities increased to levels equivalent to those found in single-species cultures or IZ-5Rp/Gt extracts (Figure 3). The GH 3 produced in non-interacting *R. placenta* cultures was orthologous to those produced in both interacting and non-interacting *G. trabeum* secretomes, suggesting they have a similar function in both species (Supplementary Data S2).

**FIGURE 3:**
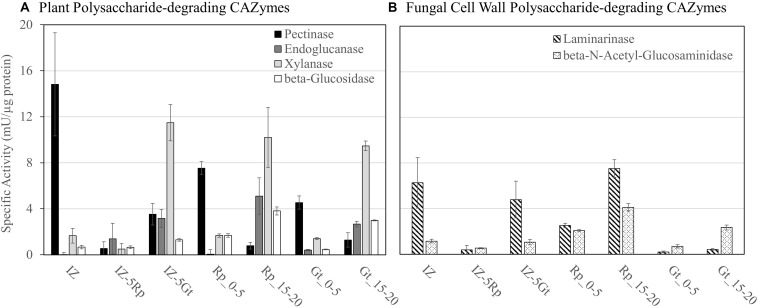
Enzyme specific activities for **(A)** plant polysaccharide-degrading CAZymes and **(B)** fungal cell wall polysaccharide-degrading enzymes in protein extracts from interacting (IZ) and non-interacting hyphae 5 mm outside of the interaction zone (IZ-5Rp/Gt), and 0–5 mm (Gt/Rp_0–5) and 15–20 mm (Rp/Gt_15–20) behind the advancing hyphal front in single species cultures.

### Transcriptional Profiling of Interacting Hyphae

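The RNA-seq data covered 5 groups of 5 mm wood sections. The interaction zone (IZ), where both fungi were present, and the hyphae 5 mm outside of it on the R. placenta side (IZ-5Rp) and on the G. trabeum side (IZ-5Gt) had 2 samples each. The hyphal fronts of earlier single-species cultures, 0–5 mm behind the front (Rp_0–5 and Gt_0–5), had 3 samples each. By the notes of Table 2 they came from a separate earlier study for each species, and the cultures had another orientation. Differences between the IZ and these samples cannot be told apart from differences between studies. The authors trimmed reads with Trimmomatic v0.3, mapped them with TopHat v2.0.13 to the joined JGI v1.0 genomes of both species, and compared the IZ with each other group in Cuffdiff with geometric normalization. The tables hold 1 RPKM per gene and group, the p-value of each comparison and its q-value, for 17173 R. placenta and 11819 G. trabeum genes. Values per replicate and read counts are not in them, so no spread between replicates can be given for any value, and the depth of the samples is unknown. The RPKM of all genes summed to 994970 in the IZ, 797557 in IZ-5Rp, 1805110 in IZ-5Gt, 610843 in Rp_0–5 and 936202 in Gt_0–5. A gene was called higher or lower in the IZ when its RPKM differed at least 4-fold and its q-value in the authors' deposited table was under 0.05. In R. placenta, 88 genes were called higher and 93 lower in the IZ than in Rp_0–5, and 100 higher and 466 lower than in IZ-5Rp. In G. trabeum, 150 were called higher and 87 lower than in Gt_0–5, and 76 higher and 1150 lower than in IZ-5Gt. The typical gene of either species had a lower RPKM in the IZ. Among genes with an RPKM of at least 1 in both samples, the median log2 ratio was −0.85 against Rp_0–5, −1.01 against IZ-5Rp, −0.68 against Gt_0–5 and −1.56 against IZ-5Gt. In the IZ both fungi share a single RPKM scale, and changes of gene groups are given below also relative to these medians. Centring on the median moved the share of higher genes among the called ones from 63.3% to 79.7% against Gt_0–5 and from 6.20% to 27.6% against IZ-5Gt. The q-values cover the genes of both fungi together, and many genes of the opposing fungus are present in the IZ and listed at 0 in the other sample. A q-value under 0.05 admitted deposited Cuffdiff p-values up to 0.027. Against Rp_0–5, 185 of 13489 tested R. placenta genes had such a p-value, where 362 would with uniform p-values. Against Gt_0–5, 249 of 10357 G. trabeum genes did, where 275 would. Against IZ-5Rp and IZ-5Gt it was 566 and 1226, where 364 and 285 would. The calls are thus not held to a false discovery rate of 0.05 within a species. When the p-values of the authors' deposited table were adjusted over the genes of each species alone, no R. placenta gene was called in either comparison, and 19 G. trabeum genes were called higher and 3 lower against Gt_0–5, and 20 higher and 107 lower against IZ-5Gt.

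**Figure D1:**
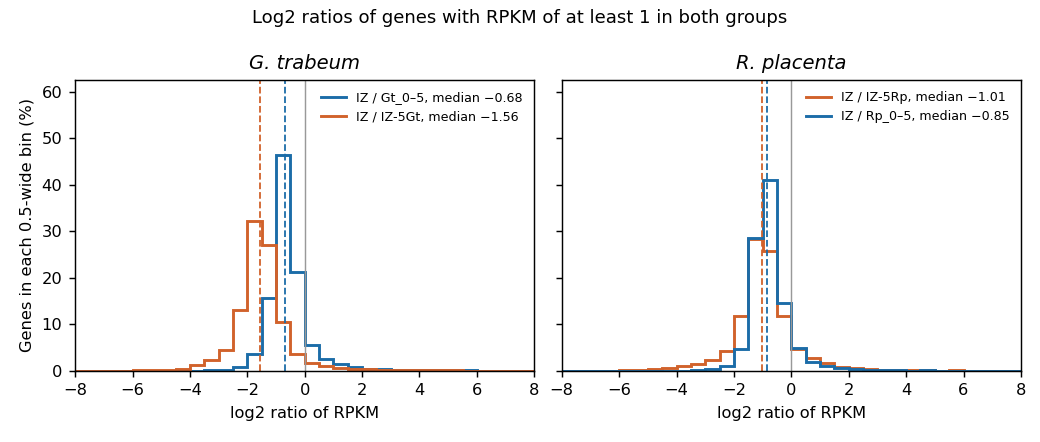
Distribution of the log2 ratio of RPKM in the IZ over the other sample, for G. trabeum genes and R. placenta genes with an RPKM of at least 1 in both samples. The vertical axis gives the percent of the genes of each comparison per bin of 0.5. Dashed lines mark the medians, which lie below 0 in all 4 comparisons and farthest, at −1.56, in G. trabeum against IZ-5Gt.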

RNA-seq was used to compare gene expression levels in the IZ to surrounding hyphae and single-species cultures for each species. 

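Both fungi contributed a large part of the RNA signal of the interaction zone, with more from G. trabeum. With the RPKM of each gene multiplied by its span as a stand-in for reads, G. trabeum genes made up 65.1% of the IZ signal and R. placenta genes 34.9%. An RPKM of at least 1 was reached by 9917 G. trabeum genes and by 11790 of the larger R. placenta set, with a median RPKM over all genes of 16.3 in G. trabeum and 4.07 in R. placenta. Introns are part of the span, so these shares differ from shares of mapped reads by an unknown amount, and they do not measure the biomass of either fungus.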

In the interaction zone, 65.5% of the reads mapped to the *G. trabeum* genome, while 36.5% mapped to the *R. placenta* genome. 

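Oxidoreductases formed the largest named class of genes that rose in the interaction zone relative to the hyphal front. By the names in Supplementary Data S2, they were a larger share of the genes called higher in R. placenta than in G. trabeum. The hyphal-front samples of each species came from another study, so differences between studies can be part of this. In R. placenta, 46 of the 88 genes called higher than in Rp_0–5 (52.3%, 95% Wilson interval 42.0 to 62.4%) were oxidoreductases by the names in Supplementary Data S2, among them 9 cytochrome p450s, which add oxygen to their substrates, and 5 aryl alcohol dehydrogenases. Several were abundant: the oxidoreductase Rp128222 rose 18.6-fold to an RPKM of 1377, the pyridoxal reductase Rp107273 rose 10.4-fold to 814, Rp35307 rose from 4.26 to 545, and Rp47260 rose 150-fold to 389. In G. trabeum, 36 of the 150 genes called higher than in Gt_0–5 (24.0%, 17.9 to 31.4%) were oxidoreductases. The aryl alcohol oxidase Gt43196, of an enzyme family that releases hydrogen peroxide, rose 16.0-fold to an RPKM of 1505, and the oxidoreductases Gt113399 and Gt104708 rose 49.6-fold and 53.7-fold to 840 and 741. The class also held 5 cytochrome p450s, 4 glucose oxidases and the laccases. With a 4-fold ratio alone the shares were 34.8% and 16.0%. With p-values adjusted over G. trabeum genes alone that of G. trabeum was 10.5% of 19 genes. With p-values adjusted over R. placenta genes alone no gene was called, so the species cannot be compared under this setting. The median IZ level of the called oxidoreductases was 60.5 in R. placenta and 67.8 in G. trabeum. The intervals cover the sampling of genes only, and the abundant examples were chosen after their values were seen. Both alleles of some genes are listed in the R. placenta gene set, and its counts here may hold both. Names also differ between the species: Rp91322 and Rp99672 are named oxidoreductases, and Gt92695 of the same ortholog group a hypothetical protein. How much naming adds to the difference in shares was not tested. Only genes listed as higher have names, so the share of the class over all genes is unknown.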

Of the genes that are upregulated at least fourfold in the IZ relative to Rp_0–5 and Gt_0–5, 34.6% (79) and 16.0% (41) were oxidoreductases (ORs), respectively, indicating a significant role for this enzyme group in the IZ (Figure 4A). *G. trabeum* upregulated a greater number of secondary metabolite (SM) synthesizing genes (eight) at least fourfold in the interaction zone relative to Gt_0–5 than *R. placenta* did relative to Rp_0–5 (one). 

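In G. trabeum, 7 genes of the secondary metabolite class in Supplementary Data S2 were called higher in the interaction zone than at the hyphal front, and in R. placenta none of the 88 genes called higher belonged to this class. The G. trabeum genes were the polyketide synthases Gt50753, Gt50822, Gt116317 and Gt141586, the nonribosomal peptide synthase-like Gt76873, and the sesquiterpene synthases Gt78472 and Gt79917. Their median IZ level was an RPKM of 184. The sesquiterpene synthase Gt48290 had 6.74 in the IZ and 1.62 in Gt_0–5, a 4.16-fold ratio that was not called. In R. placenta, the reducing polyketide synthase Rp101802 had an RPKM of 0.0282 in the IZ and was listed at 0 in Rp_0–5, and it was not called. Whether the species differ in the number of such genes was not tested. Gt50753 and Gt50822 are neighbouring gene models, and whether they are parts of a single gene was not tested either.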

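Relative to the hyphal front, more protease genes rose in R. placenta than in G. trabeum, and the members differed in kind. Relative to the IZ-5 samples, 2 proteases rose in each species. In R. placenta, 7 of the 88 genes called higher than in Rp_0–5 encoded proteases, with 4 tripeptidyl peptidases and 3 acid proteases or peptidases. Enzymes of both kinds work at the low pH that brown rot fungi create in wood. The acid peptidase Rp126381 rose 50.0-fold to an RPKM of 82.2, and the tripeptidyl peptidases Rp53544, Rp89125 and Rp88376 rose 19.3-fold, 9.94-fold and 7.87-fold. The acid protease Rp45704 rose 7.00-fold to 28.9, and Rp130085 and Rp50496 rose 4.51-fold and 4.08-fold. In G. trabeum, 2 of the 150 genes called higher than in Gt_0–5 were proteases: the cysteine peptidase Gt45763, which rose 8.36-fold to 525, and the calpain Gt141063, which rose 10.5-fold to 49.4. The G. trabeum acid protease that Table 1 lists for IZ extracts only, Gt136352, had an RPKM of 23.3 in the IZ and 41.6 in Gt_0–5 and was not called. The difference in number between the species was not tested. The R. placenta gene set lists both alleles of some genes, and these counts were not reduced to 1 gene per allele pair.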

*R. placenta* upregulated more proteases at least fourfold in the interaction zone relative to Rp_0–5 (eight) than *G. trabeum* did relative to Gt_0–5 (three) (Figure 4A). 

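Many of the genes that rose relative to the hyphal front also rose relative to the hyphae 5 mm outside of the interaction zone. In R. placenta, 45 genes were called higher in both comparisons, of 88 and 100, and in G. trabeum, 61 genes were, of 150 and 76. Among the genes called in both were Rp63488, which rose 314-fold and 269-fold, Rp47260, which rose 183-fold in the second comparison, and in G. trabeum the hypothetical protein Gt92695, which rose 408-fold and 282-fold. Other genes separated the comparisons. In R. placenta the 2-methylisocitrate lyase Rp112832 and the isocitrate lyase Rp115235, enzymes of propionate and acetate use, rose 14.6-fold and 7.52-fold relative to IZ-5Rp, while their RPKM in the IZ was 396 and 296 against 832 and 601 in Rp_0–5. In G. trabeum the glutathione-S-transferase Gt27587 rose 25.2-fold relative to IZ-5Gt and was at 0.665 of its level in Gt_0–5. These examples were chosen after their values were seen. Both comparisons use the same IZ samples, so an overlap arises without any change: lists of these sizes drawn from unchanged simulated samples shared 10.7 R. placenta genes and 14.0 G. trabeum genes on average, at most 22 and 23. Of lower genes tested in both comparisons, 22 were shared of 75 and 443 in R. placenta and 33 of 78 and 1121 in G. trabeum, where unchanged samples shared 23.9 and 44.1 on average.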

Similar patterns were seen when gene expression levels in the interaction zone were compared to non-interacting hyphae around it (IZ-5Rp/Gt). 

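Oxidoreductases were also found among the genes that rose relative to the non-interacting hyphae of the same wafers. In R. placenta they were 46 of the 100 genes called higher than in IZ-5Rp (46.0%, 95% Wilson interval 36.6 to 55.7%), 8 of them cytochrome p450s, and in G. trabeum 16 of the 76 called higher than in IZ-5Gt (21.1%, 13.4 to 31.5%), a share of 12.5% with q under 0.01. In R. placenta the oxidoreductase Rp89748 rose 83.1-fold to an RPKM of 258, Rp35307 rose 109-fold and Rp108395 rose 36.0-fold to 390. In G. trabeum, Gt113399 rose 108-fold, Gt104708 rose 54.1-fold and the aryl alcohol oxidase Gt43196 rose 12.9-fold. The G. trabeum oxidoreductases called in this comparison had a median IZ level of 180, against 43.5 in R. placenta. With a 4-fold ratio alone and no q-value, oxidoreductases were 115 R. placenta genes (18.9% of those with a name), and 303 genes of that list had an RPKM under 1 in the IZ.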

Of the genes that are fourfold upregulated in the interaction zone relative to IZ-5Rp and IZ-5Gt, 19.0% (116) and 14.2% (26) were putative oxidoreductases, respectively (Figure 4B).

**FIGURE 4:**
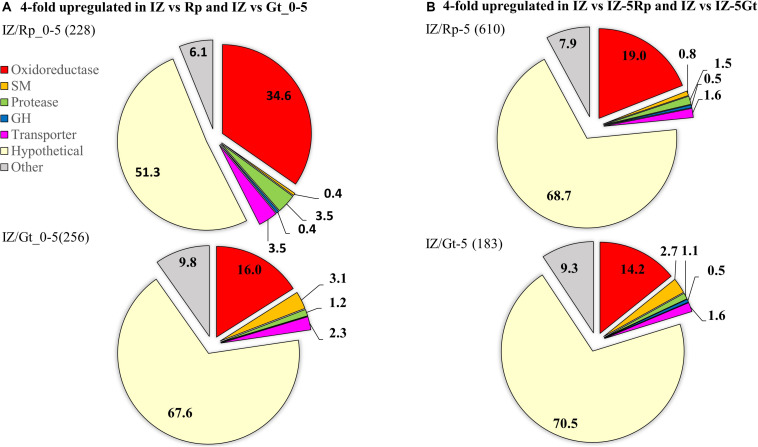
Genes fourfold upregulated in interacting hyphae (IZ) compared to non-interacting hyphae **(A)** at the leading hyphal front of single species cultures (Rp/Gt_0–5) and **(B)** outside of the interaction zone (IZ-5Rp/Gt) of *Rhodonia placenta* and *Gloeophyllum trabeum*. Categories are represented as proportions of all genes fourfold upregulated and the total number of genes upregulated are in parentheses. SM, secondary metabolite scaffold-synthesizing genes; GH, glycoside hydrolase.

The 25 most highly upregulated genes in the interaction zone relative to the *R. placenta* hyphal front (Rp_0–5) included 5 hypothetical proteins, 14 uncharacterized ORs including putative cytochrome p450s, an aryl alcohol dehydrogenase and a protease (Table 2). One of these, Rp105721 a putative FAD-binding protein, was also identified in interaction secretomes and it also had no orthologs among upregulated genes in *G. trabeum*. 

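The genes with the largest increase in R. placenta were mostly oxidoreductases at moderate levels. Of the 25 genes, 24 were called higher in the interaction zone, and 15 of the 25 were oxidoreductases, p450s and dehydrogenases included, with IZ levels between 31.1 and 545 RPKM. The leading genes were the oxidoreductases Rp63488, at 211 in the IZ and 0.672 in Rp_0–5, and Rp60565, which rose 258-fold to 129. The cytochrome p450 Rp48020 rose 85.7-fold to 154, the aryl alcohol dehydrogenase Rp46594 rose 51.4-fold to 79.3, the potassium channel Rp116256 rose 50.4-fold, and the lipase Rp115141, which was abundant at 205, rose 28.3-fold. A group of 6 of the 25 lay together on scaffold 80, between positions 142506 and 231881: the hypothetical protein Rp45316, the oxidoreductases Rp45371 and Rp126377, the transporter Rp45365, the cytochrome p450 Rp92340 and the acid peptidase Rp126381. They rose between 28.3-fold and 61.1-fold. This grouping was seen only after the values were known and was not tested by itself. The hypothetical protein Rp105320, at 65.6 in the IZ and 0.278 in Rp_0–5, was not called. None of the 24 was called when p-values were adjusted over R. placenta genes alone.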

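Rp105721, named a FAD-binding protein in Table 1 and an oxidoreductase in Supplementary Data S2, had an RPKM of 258 in the interaction zone, 1.53 in Rp_0–5 and 1.32 in IZ-5Rp, so it rose 169-fold and 195-fold. Its p-value in the authors' deposited table was 5e-05 against Rp_0–5, the smallest in these tables, and 0.00055 against IZ-5Rp. The gene lies on scaffold 10 of the R. placenta genome, and it ended a run of 3 neighbouring genes, from position 130564 to 142184, that were all called higher in both comparisons. The others were the cytochrome p450 Rp105719, which rose 43.8-fold and 56.1-fold, and the efflux pump Rp63217, which rose 19.0-fold and 13.1-fold. Farther along the scaffold the p450 Rp105726 rose 9.93-fold and the GMC oxidoreductase Rp105727 rose 15.2-fold relative to Rp_0–5. Neighbouring genes were called higher together more often than chance placed them: 8 adjacent pairs were found in R. placenta against Rp_0–5 and 0.477 on average when the calls were permuted along the genome (one-sided permutation p = 0.001, the smallest that 1000 permutations can give). These calls were lost when p-values were adjusted over R. placenta genes alone.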

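The strongest increases in G. trabeum were those of proteins without a known function, and several of them reached very high levels. Of the 25 genes, 22 were called higher in the interaction zone than at the hyphal front, 15 of them hypothetical proteins. Gt92695 rose from an RPKM of 8.82 to 3600, Gt67066 rose 48.8-fold to 1826, Gt95418 rose 144-fold to 204, and Gt134822 rose 64.3-fold to 404. Gt112738, Gt67066 and Gt50761 lie on scaffold 24 beside the polyketide synthase Gt50822. The 3 genes that were not called had large ratios as well: Gt137245 had 493 in the IZ and 0.443 in Gt_0–5, Gt134059 had 5481 and 69.5, and the vacuolar protein Gt48004 had 14.4 and 0.0835. Gt137245 had a q-value of 0.198 in the authors' deposited table.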

Of the 25 most highly upregulated genes in the interaction zone relative to Gt_0–5, the majority (17) were hypothetical proteins. Four of these hypothetical proteins, Gt101772, 44870, 92695, and 129354 were also found in the interaction secretomes. 

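All 4 genes rose in the interaction zone relative to both reference samples, and their transcripts were abundant. Relative to Gt_0–5 and IZ-5Gt, Gt44870 rose 183-fold and 42.7-fold to an RPKM of 722, Gt129354 rose 51.9-fold and 14.6-fold to 588, and Gt101772 rose 42.3-fold and 11.8-fold to 372. For Gt92695, the authors' deposited table gave p = 5e-05 and p = 0.0001. Gt44870 shares an ortholog group with the R. placenta expansin-like genes Rp103283 and Rp95497. Expansins loosen plant cell walls without cutting them. Of the 25 G. trabeum proteins listed for IZ extracts in Table S1, 5 had transcripts called higher than in Gt_0–5, these 4 and the hypothetical protein Gt108762, which rose 15.1-fold. With p-values adjusted over G. trabeum genes alone, the call of Gt129354 was lost in both comparisons and that of Gt44870 in the comparison with IZ-5Gt.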

The 25 most highly upregulated genes also included a laccase, an oxalate decarboxylase, an O-methyl transferase, a polyketide synthase, and a hydrophobin (Table 2). 

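Single genes of several classes led the named part of the G. trabeum list. The oxalate decarboxylase Gt103366, an enzyme that breaks down oxalate, rose 300.5-fold from an RPKM of 1.54 to 463, and 84.9-fold relative to IZ-5Gt. The O-methyl transferase Gt114641 was among the most abundant, with 3051 in the IZ and 45.2 in Gt_0–5, a 67.5-fold rise, and it rose 19.7-fold relative to IZ-5Gt. The hydrophobin Gt19724, a small surface protein of aerial hyphae, rose 45.3-fold to 2086 relative to Gt_0–5. It was at 5.53 in IZ-5Gt, a comparison in which it was not called. Other hydrophobins also rose relative to Gt_0–5, Gt112608 by 7.79-fold and Gt126546 from an RPKM of 29.9 to 251, and the thaumatin-like Gt89992 rose 7.00-fold and the glutathione-S-transferase Gt76907 rose 16.9-fold. These further members were chosen after their values were seen. Of the genes in this paragraph, Gt103366 alone was also called with p-values adjusted over G. trabeum genes alone.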

Only a few GHs were upregulated in the interaction zone vs. non-interacting hyphae for *R. placenta* (4) or *G. trabuem* (1). 

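No glycoside hydrolase gene of either species was called higher in the interaction zone in any of the 4 comparisons. With a 4-fold ratio alone, 4 R. placenta genes and 1 G. trabeum gene passed: Rp96926 relative to Rp_0–5, Rp44451, Rp93624 and Rp114058 relative to IZ-5Rp, and Gt95800 relative to IZ-5Gt. Only Rp114058 was above an RPKM of 1 in the IZ, at 49.3, and the other 4 were between 0.0566 and 0.195.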

In the interaction zone, both species upregulated a GH 16 protein and *R. placenta* also upregulated two GH 18 chitinase domain-containing proteins, as well as a GH 5 β-1,3-glucanase. 

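The glycoside hydrolases of families with fungal cell wall substrates that passed a 4-fold ratio nearly all had an RPKM under 1 in the IZ. The GH 16 gene Rp96926 had an RPKM of 0.0856 in the IZ, 0.0184 in Rp_0–5 and 0.282 in IZ-5Rp. The GH 16 gene Gt95800 had 0.139 in the IZ and 0.278 in Gt_0–5, and was listed at 0 in IZ-5Gt. The GH 5 gene Rp44451 had 0.0303 in Rp_0–5 and was listed at 0 in IZ-5Rp. Of the GH 18 genes, a family of chitinases, Rp93624 had a 12.4-fold ratio to IZ-5Rp, where it was at 0.0157, and a higher value, 0.498, in Rp_0–5. Rp114058 was expressed at a higher level, with a 5.69-fold ratio to IZ-5Rp, where it was at 8.66, and 65.0 in Rp_0–5. None of these genes was called in either comparison.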

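Genes without a known function were the largest class among the G. trabeum genes that rose, and the second class after oxidoreductases among the R. placenta genes. In G. trabeum, hypothetical proteins were 87 of the 150 genes called higher than in Gt_0–5 (58.0%) and 45 of the 76 called higher than in IZ-5Gt (59.2%). In R. placenta they were 25 of 88 (28.4%) and 36 of 100 (36.0%). The called hypothetical genes were well expressed, with a median IZ RPKM of 127 and 245 in G. trabeum and 53.6 and 42.8 in R. placenta. Gt56292 and Gt103842 rose 64.7-fold and 83.1-fold relative to IZ-5Gt to 1902 and 1220, and Rp129404 and Rp50125 rose 268-fold and 152-fold relative to IZ-5Rp to 539 and 278. With a 4-fold ratio alone, hypothetical proteins were 51.1% and 68.7% of the R. placenta genes and 68.0% and 70.5% of the G. trabeum genes, and in R. placenta their median IZ RPKM was 1.07 and 0.259. Naming differs between the species: Gt92695 counts here, while Rp91322 and Rp99672 of its ortholog group are named oxidoreductases.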

Hypothetical proteins were the largest category of upregulated proteins among all comparisons, ranging from 51.3 to 70.5% of all genes upregulated at least fourfold in the interaction zone (Figure 4). This is likely not due to any specific enrichment in hypothetical proteins in the interaction, but probably due to the general high abundance of hypothetical proteins in basidiomycete genomes.

**TABLE 2:** Top 25 genes most highly upregulated in interacting hyphae (IZ) compared to the leading hyphal edge (Rp/Gt_0–5) of single-species cultures of *Gloeophyllum trabeum* (Gt) and *Rhodonia placenta* (Rp).

**Most upregulated in IZ/Gt_0–5**						**Most upregulated in IZ/Rp_0–5**					
**Protein ID^a^**	**Name^b^**	**RPKM IZ**	**RPKM Gt_0–5^c^**	**Log_2_ IZ/Gt_0–5**	**Signal P^d^**	**Protein ID^a^**	**Name^b^**	**RPKM IZ**	**RPKM Rp_0–5^e^**	**Log_2_ IZ/Rp_0–5**	**Signal P^d^**
137245	Hypothetical protein	492.6	0.4	10.1	No	63488	Oxidoreductase	211.1	0.7	8.3	No
92695	Hypothetical protein	3599.5	8.8	8.7	19–20	60565	Oxidoreductase	129.4	0.5	8.0	No
103366	Oxalate decarboxylase	463.5	1.5	8.2	19–20	105320	Hypothetical protein	65.6	0.3	7.9	22–23
44870	Hypothetical protein	721.6	3.9	7.5	21–22	105721	Oxidoreductase	257.9	1.5	7.4	No
48004	Vacuolar protein	14.4	0.1	7.4	No	47260	Oxidoreductase	389.2	2.6	7.2	No
95418	Hypothetical protein	203.6	1.4	7.2	15–16	35307	Oxidoreductase	545.3	4.3	7.0	No
134059	Hypothetical protein	5481.2	69.5	6.3	23–24	54275	Hypothetical protein	94.8	1.0	6.6	20–21
95488	Hypothetical protein	130.7	1.8	6.2	No	48020	Cytochrome p450	154.3	1.8	6.4	No
114641	O-methyl transferase	3051.3	45.2	6.1	No	45365	Uncharacterized transporter	49.1	0.8	5.9	No
134822	Hypothetical protein	404.2	6.3	6.0	19–20	126377	Oxidoreductase	156.9	2.9	5.8	No
104526	Hypothetical protein	245.2	3.9	6.0	19–20	92340	Cytochrome p450	77.6	1.5	5.7	27–28
96525	Hypothetical protein	159.9	2.8	5.8	No	46594	Aryl alcohol dehydrogenase	79.3	1.5	5.7	No
104708	Oxidoreductase	741.1	13.8	5.7	No	116256	Potassium channel	45.0	0.9	5.7	No
112738	Hypothetical protein	500.8	9.4	5.7	No	126381	Protease, acid	82.2	1.6	5.6	26–27
129354	Hypothetical protein	587.6	11.3	5.7	19–20	105719	Cytochrome p450	68.3	1.6	5.5	27–28
113399	Oxidoreductase	840.4	16.9	5.6	No	106360	Hypothetical protein	69.5	1.7	5.4	No
45373	Hypothetical protein	98.3	2.0	5.6	21–22	103283	Expansin-like protein	25.3	0.6	5.3	20–21
67066	Hypothetical protein	1826.5	37.4	5.6	No	99672	Oxidoreductase	31.1	0.8	5.2	No
94357	Hypothetical protein	58.7	1.2	5.6	17–18	100325	Hypothetical protein	150.3	4.0	5.2	20–21
50822	Polyketide synthase I	184.0	4.0	5.5	No	63451	Oxidoreductase	67.6	2.0	5.1	No
19724	Hydrophobin	2085.5	46.0	5.5	No	45316	Hypothetical protein	121.7	4.1	4.9	No
50761	Hypothetical protein	695.6	15.5	5.5	No	61173	Oxidoreductase	188.3	6.4	4.9	No
101772	Hypothetical protein	372.3	8.8	5.4	25–26	91006	Alcohol dehydrogenase	125.1	4.3	4.9	No
130426	Laccase 2	47.0	1.1	5.4	20–21	115141	Lipase	204.6	7.2	4.8	26–27
17704	Hypothetical protein	149.8	3.8	5.3	No	45371	Oxidoreductase	33.2	1.2	4.8	No

**RPKM values for each gene at each condition is shown with the log2 of the ratio of IZ. ^*a*^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014). ^*b*^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015). ^*c*^Gt_0–5 RPKM value adapted from Zhang et al. (2019). ^*d*^Secretion signals for detected protein sequences were detected using Signal P algorithm (Armenteros et al., 2019). ^*e*^Rp_0–5 RPKM values adapted from Zhang et al. (2016).**

### Secondary Metabolite Synthesizing Genes in *G. trabeum*

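Of the 10 secondary metabolism genes of G. trabeum drawn in Fig. 5, 9 had a higher RPKM in the IZ than in either reference sample. The median log2 ratio was 2.00 relative to Gt_0–5 and 1.64 relative to IZ-5Gt, which lies 2.68 and 3.20 above the median of all G. trabeum genes. Called higher were 5 of the 10 relative to Gt_0–5 and 3 relative to IZ-5Gt. The figure shows clusters with a gene that the study found higher in these samples, so the direction of the list is not independent evidence. In R. placenta, 5 genes of this class had a 4-fold ratio to IZ-5Rp and none was called. The polyketide synthases Rp97157 and Rp129039 had 27.2 and 31.3 in the IZ, 6.55-fold and 7.79-fold the values in IZ-5Rp, and 53.6 and 65.9 in Rp_0–5. From the larger number of these genes in G. trabeum, the paper proposes an interaction strategy of this fungus based on secondary metabolites.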

*G. trabeum* upregulated several SM-synthesizing genes in the interaction zone whereas *R. placenta* upregulated fewer members of this group in the same sample. 

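The polyketide synthases and a sesquiterpene synthase rose most among the scaffold-building genes of G. trabeum. The polyketide synthase Gt50822 rose 45.8-fold to an RPKM of 184 relative to Gt_0–5 and 38.6-fold relative to IZ-5Gt, and the sesquiterpene synthase Gt79917 rose 35.0-fold and 12.2-fold to 279. The nonribosomal peptide synthase-like Gt76873 was called relative to Gt_0–5 only, with a 4.24-fold rise to 38.1. The hybrid Gt9220 and the nonribosomal peptide synthase-like Gt49473 were higher by less than 4-fold and were not called: the first had 34.4 in the IZ and 9.74 in Gt_0–5, and the second had 61.1 and 16.6. Gt50822 had p = 0.00065 and p = 0.00125 in the authors' deposited table, and its call was lost when p-values were adjusted over G. trabeum genes alone, while that of Gt79917 was kept in both comparisons.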

Proteins upregulated in the interaction zone by *G. trabeum* included two polyketide synthases (PKSs), four sesquiterpene synthases (STSs), one non-ribosomal peptide synthases (NRPSs)-PKS hybrid, and two NRPS-like proteins (Figure 5). 

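The clearest block of co-expressed genes lay around the polyketide synthase Gt50822 on scaffold 24 of the G. trabeum genome. From position 34443 to 67334, 15 consecutive genes were called higher in the interaction zone than in Gt_0–5, with log2 ratios between 2.27 and 5.73, and 13 of them were also called higher than in IZ-5Gt. The block held the polyketide synthases Gt50753, which rose 37.4-fold, and Gt141586, which rose 17.4-fold, and the fatty acid synthase Gt50754, which rose 38.6-fold. It also held the cytochrome p450s Gt67059 and Gt141584, which rose 15.5-fold and 4.84-fold, and the glucose oxidases Gt82473 and Gt82487, which rose 25.8-fold and 28.4-fold. The genes drawn on either side had log2 ratios between −1.18 and 1.12. Within 5 genes of all the genes of Fig. 5, 16 of 67 measured neighbours were called higher than in Gt_0–5, 10 of them beside Gt50822. Gt49473 on scaffold 17 had 3 such neighbours, the oxidoreductase Gt141115 at 16.7-fold, the p450 Gt141118 at 21.2-fold and the transporter Gt133278 at 7.67-fold. Within this window, no neighbour of Gt116317, Gt78472 or Gt79917 was called higher in either comparison. Over the whole genome, 24 adjacent pairs of G. trabeum genes were called higher than in Gt_0–5, against 1.99 on average under permutation (one-sided permutation p = 0.001). The 15 genes of the block are among the 33 genes in such pairs, so this count is not separate from the block. With p-values adjusted over G. trabeum genes alone, 1 of the 15 genes of the block stayed called in each comparison, and no adjacent pair was left. Some gene models of the block are short. Gt50753 runs from position 40852 to 41878 and Gt50822 from 42243 to 43873, while Gt116317 on scaffold 8 runs from 10485 to 17489. Whether neighbouring models are parts of a single gene was not tested. If they are, the counts of genes, neighbours and pairs are too high.

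**Figure D2:**
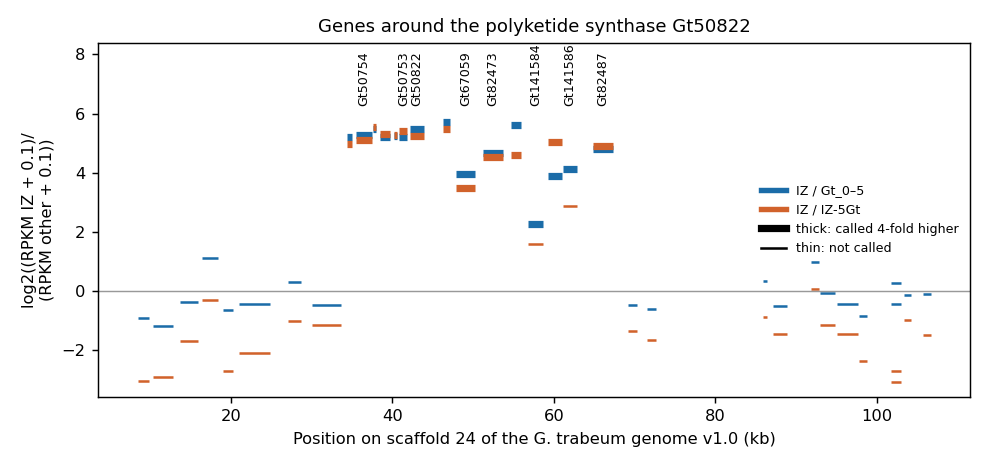
Log2 ratio of RPKM in the IZ over Gt_0–5 (blue) and over IZ-5Gt (orange), with 0.1 RPKM added to both values, for genes along scaffold 24 of G. trabeum; the horizontal axis is the position in kb, each bar spans a gene, and thick bars were called higher. The 15 called genes form a block from position 34443 to 67334 and the genes on either side lie near or below 0.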

AntiSMASH (Weber et al., 2015) SM cluster analysis identified seven gene clusters in which these nine upregulated proteins are located in the *G. trabeum* genome and most are located near cytochrome p450s, other ORs, and/or membrane transporters. 

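The polyketide synthase Gt116317 rose in the interaction zone. Its RPKM was 25.2 in the IZ, 3.42 in Gt_0–5 and 5.09 in IZ-5Gt, a 7.37-fold and a 4.95-fold rise, and it was called in both comparisons. It lies at the end of scaffold 8, from position 10485 to 17489, where none of its 6 measured neighbours within 5 genes was called higher. The next gene beyond them, the oxidoreductase Gt76869, was called higher than in Gt_0–5. The call of Gt116317 was lost in both comparisons when p-values were adjusted over G. trabeum genes alone.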

One of the PKSs, Gt116317, shares high homology with characterized basidiomycete orsellinic acid synthases (Lackner et al., 2012). 

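The sesquiterpene synthases did not move as 1 group. Gt79917 stood apart with its large rise, and Gt78472 rose 4.77-fold to an RPKM of 34.3 relative to Gt_0–5 but had 24.9 in IZ-5Gt and was not called there. Gt117331 had 17.9 in the IZ, 5.56 in Gt_0–5 and 9.18 in IZ-5Gt, and Gt131990 had 87.5, 23.0 and 25.5. Neither was called. Gt94714, which lies next to Gt78472 on scaffold 10, had 19.7 in the IZ, 27.3 in Gt_0–5 and 46.1 in IZ-5Gt. Gt131990 and Gt79917 lie near each other on scaffold 12. Relative to the median of all G. trabeum genes, each of the 5 was higher in the IZ in both comparisons, so the direction of Gt94714 depends on the scaling.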

Upregulated sesquiterpene cyclases share greatest homology with protoilludene synthases (Gt117331 and Gt78472) and sativene synthases (Gt131990 and Gt79917).

**FIGURE 5:**
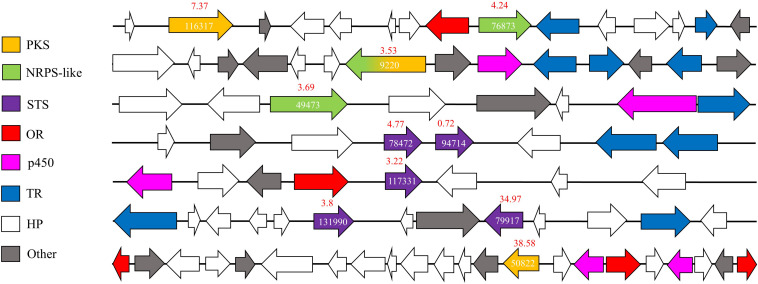
Secondary metabolite (SM) synthesis clusters in *Gloeophyllum trabeum* that contain at least one SM-synthesizing gene that is upregulated in interacting hyphae relative to 0–5 mm behind the leading hyphal front of single species cultures. Arrows represent genes with JGI protein ID number over relevant genes. Fold changes in expression levels (IZ/Gt_0–5) are shown in red over each SM synthesis-related gene. JGI protein ID numbers are shown on each annotated gene on the secondary metabolite synthesis cluster. PKS, Polyketide synthases; OR, oxidoreductases; p450, Cytochrome p450; STS, sesquiterpene synthases; NRPS, Non-ribosomal peptide synthase; TR, Transporter.

## Discussion

*Rhodonia placenta* and *Gloeophyllum trabeum* are two model brown rot fungi commonly found on softwood lumber and while this interaction may not be likely without human intervention, it is presumed to occur in lumber. The interactions generated in this study were also generated on aspen wood, which is not a native or preferred substrate for these fungi (Krah et al., 2018). However, aspen wood is a widely used model substrate for these two fungi and it was used here to maintain continuity with previous work that was used as a single species control for this study (Zhang et al., 2016, 2019; Presley et al., 2018). The single species cultures used here were also used in a different orientation than the interaction microcosms, which may have caused some differences in gene expression and protein secretion and must be considered when interpreting the results.

Wood-degrading basidiomycete fungi have several tactics to deal with competitors in wood, each characterized by specific morphological and/or biochemical alterations to fungal cultures (Boddy and Hiscox, 2016). This study identifies characteristic differences in protein secretion and gene expression in response to a fungal competitor in the two model brown rot fungi, *Rhodonia placenta* and *Gloeophyllum trabeum*. Secretomes of interacting hyphae showed a general reduction in the prevalence of common decay-related genes such as glycoside hydrolases (GHs) and carbohydrate esterases (CEs) compared to non-interacting hyphae and single-species cultures (Figure 2 and Supplementary Tables S1–S7; Presley et al., 2018). 

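Genes of secreted glycoside hydrolases (GHs) and carbohydrate esterases (CEs) were lower in the interaction zone in both fungi, most of all relative to the hyphae 5 mm outside of it, and none was called higher. In G. trabeum, 36 of the 37 genes of Tables S4 and S5 had a lower RPKM in the IZ than in Gt_0–5 and 36 than in IZ-5Gt, and 3 and 21 fell. In R. placenta, 29 and 33 of 35 measured genes of Tables S6 and S7 had a lower RPKM than in Rp_0–5 and IZ-5Rp, and 4 and 23 fell. By the note of these tables 11 of the 35 are alleles of another listed gene, and with 1 gene per allele pair 21 and 23 of 24 were lower and 2 and 17 fell. Endoglucanases of GH family 12 were among those that fell: the xyloglucan-specific Gt138821 fell 16.3-fold relative to Gt_0–5 and 69.5-fold relative to IZ-5Gt, Rp112658 fell 16.4-fold and 88.5-fold, and its allele Rp121191 fell 10.5-fold and 72.9-fold. The abundant GH 5 gene Rp115648 fell from an RPKM of 13777 in IZ-5Rp to 410. The median log2 ratios were −1.11 and −2.40 in G. trabeum and −1.28 and −4.21 in R. placenta, which is −0.43, −0.84, −0.42 and −3.20 relative to the median of all genes, and each lay below all 10000 random lists matched on expression. After median centring, 1 and 6 of the 3 and 21 G. trabeum calls remained, while 78.4% of the G. trabeum genes stayed lower than in IZ-5Gt and 62.9% of the R. placenta genes lower than in Rp_0–5. All R. placenta calls were lost when p-values were adjusted over that species alone, and 0 and 4 of the G. trabeum calls remained when they were adjusted over G. trabeum. The study chose these genes from its own earlier cultures, in which they were secreted, so lower values elsewhere are not independent evidence.

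**Figure D3:**
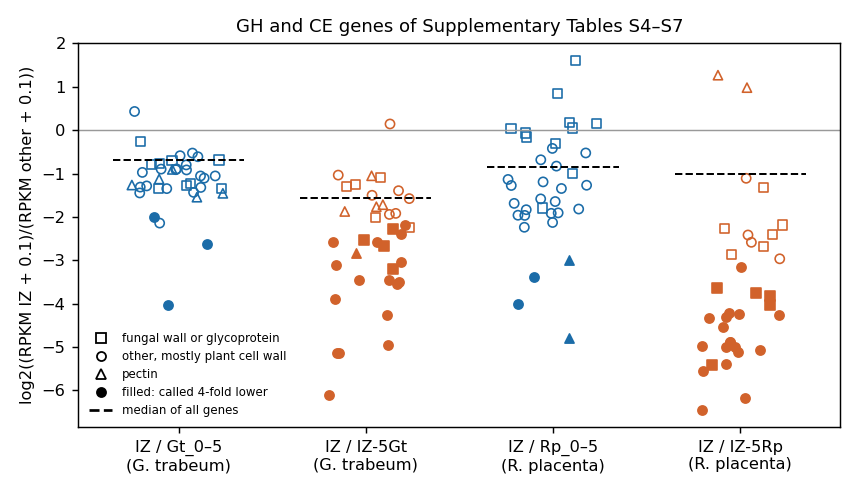
Log2 ratio of RPKM in the IZ over the other sample, with 0.1 RPKM added to both values, for each secreted GH and CE gene in the 4 comparisons. Squares are enzymes of fungal wall or glycoprotein substrates, triangles pectin enzymes and circles the other, mostly plant cell wall, enzymes; filled symbols were called lower and dashed lines mark the median of all genes of the species, which lies at −1.01 for IZ-5Rp, where 23 genes were called lower.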

Most of the GHs and CEs previously shown to be secreted by these two fungi in single-species cultures were either downregulated or not significantly changed in the interaction zone (Supplementary Data S1) compared to non-interacting hyphae or single-species cultures. This is similar to the white rot fungus *Pycnoporus coccineus*, which did not upregulate plant cell wall-degrading enzymes when confronted with competitors (Arfi et al., 2013), indicating they were not important in mediating the interaction.

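Relative to the hyphal front, the 11 R. placenta genes of Tables S6 and S7 placed here in families with fungal wall or glycoprotein substrates had a median log2 ratio of 0.04, which is 0.89 above the median of all R. placenta genes, and none was called. With 1 gene per allele pair the median of 8 was −0.11, and with the GH 47 mannosidases Rp115593 and Rp46679 added, which act on glycoproteins and were counted with the other enzymes, it was −0.07. The GH 55 gene Rp119394 had 94.0 RPKM in the IZ and 30.7 in Rp_0–5, and the GH 16 gene Rp61809 had 60.0 and 33.3. The 22 other, mostly plant cell wall, genes had a median of −1.67, and 15 with 1 gene per allele pair −1.65, which is −0.81 and −0.79 relative to the median of all genes. Relative to IZ-5Rp the 11 genes of the fungal wall or glycoprotein group had a median of −2.86, which is −1.85 relative to the median of all genes, and 5 of them fell. In G. trabeum the 9 genes of this group had medians of −0.79 relative to Gt_0–5, or −0.95 with the GH 47 gene added, and −2.25 relative to IZ-5Gt, where 4 fell. Relative to the median of all G. trabeum genes these are −0.11, −0.27 and −0.69, and none of the 4 calls remained after median centring. The difference between the enzyme groups was not tested.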

The GHs upregulated fourfold or more in the interaction zone in this study included one GH 16 in both *G. trabeum* and *R. placenta*, two GH 18 chitinases from *R. placenta*, none of which were likely involved in plant cell wall degradation. Both GH 16 proteins have putative transmembrane regions (Krogh et al., 2001), indicating they may be involved in cell wall reorganization within the fungus. 

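The R. placenta gene Rp118230 had an RPKM of 48.6 in the interaction zone, 77.5 in Rp_0–5 and 17.1 in IZ-5Rp. It was thus at 0.627 of the hyphal front and 2.85-fold above IZ-5Rp, and it was not called in either comparison. It lies on scaffold 129. Supplementary Data S2 gives no name for it among the genes listed as higher in the IZ.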

The GH 18 proteins upregulated in *R. placenta* interactions are not transmembrane proteins, and one of them, Pp118230, contains a secretion signal suggesting an extracellular localization. These may play a similar role as GH 18 chitinases in *Phanerochaete chrysosporium* which were differentially expressed during contact with living and dead competitor hyphae, presumably to recycle competitor cell wall components (Karlsson et al., 2016). Laminarinase activity was also higher in the interaction zone than hyphal fronts of single-species cultures (Figure 3), suggesting that branched beta-glucan metabolism is induced in by the interaction.

Plant polysaccharide degrading-enzyme activities were not markedly reduced in the interaction zone compared to equivalent non-interacting hyphae and single species cultures (Figure 3), but these are known to be generally low at the leading hyphal edge of fungal cultures except for pectinase (Zhang et al., 2016; Presley and Schilling, 2017). 

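No secreted GH 28 pectinase, an enzyme that cuts polygalacturonic acid, was called higher in the interaction zone. In R. placenta the 2 secreted GH 28 genes, which Table S6 lists as alleles of each other, fell relative to the hyphal front, Rp111730 by 28.0-fold from an RPKM of 293 to 10.5 and Rp43189 by 7.92-fold from 1311 to 166. Relative to IZ-5Rp they were 2.44-fold and 1.97-fold higher in the IZ, log2 ratios that lie 2.29 and 1.99 above the median of all R. placenta genes, and not called. In G. trabeum all 4 GH 28 genes had a lower RPKM in the IZ than in both reference samples. Gt138836 fell 7.15-fold relative to IZ-5Gt, a call that was lost after median centring. The others, Gt110574, Gt120615 and Gt6650, were not called, with 269, 70.4 and 77.3 in the IZ and 784, 154 and 212 in Gt_0–5. The paper reports higher pectinase activity of IZ extracts, which was not analysed here.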

Pectinase activity was increased in the interaction zone compared to other samples, but no GH 28 pectinases were identified using proteomics analysis or were upregulated at least fourfold compared to non-interacting hyphae (Supplementary Table S1 and Supplementary Data S1). Pectinases in the interaction zone may have gone undetected by our proteomics analysis, as the total number of proteins detected in the interaction was low compared to single-species cultures (Supplementary Table S1; Presley and Schilling, 2017; Presley et al., 2018). 

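The secreted pectin methylesterase of carbohydrate esterase family 8 in G. trabeum, Gt112531, had an RPKM of 290 in the interaction zone, 543 in Gt_0–5 and 955 in IZ-5Gt, and it was not called in either comparison. With the GH 28 genes it forms the group of 5 G. trabeum pectin genes, whose median log2 ratio was −1.27 relative to Gt_0–5 and −1.77 relative to IZ-5Gt, which is −0.59 and −0.21 relative to the median of all genes. No gene of family CE 12 or PL 1 is among the secreted enzymes of Tables S4 to S7, so none was followed here.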

Pectinase activity is also performed by some other carbohydrate active enzyme families such as carbohydrate esterase families 8 and 12 and polysaccharide lyase family 1, however, none of these were found to be upregulated in the interaction zone. Furthermore, the polygalacturic acid substrate used to detect pectinase activity in this assay was only guaranteed to be ≥90% (Sigma Aldrich), so some of the activity detected here could be due to the degradation of other cell wall polysaccharides. One way basidiomycetes compete in wood is by capturing more resources than their competitors (Boddy, 2000). Heightened IZ pectinase activity may be an attempt by fungi to “outmaneuver” competitors by overexpressing early stage colonization enzymes including pectinases (Zhang et al., 2016, 2019) and oxidant-producing enzymes (Hori et al., 2014) to facilitate rapid resource capture (Hiscox et al., 2010; Boddy and Hiscox, 2016).

Transcriptomics and proteomics of the interaction zone identified differing strategies for interaction in *G. trabeum* and *R. placenta*. *G. trabeum* appeared to rely more heavily on SM synthesis gene upregulation in response to competitors than *R. placenta* (Figure 4 and Table 2). Interestingly, *G. trabeum* was previously shown to produce pore-forming endotoxin-like proteins in single-species cultures (Presley and Schilling, 2017), but these were not identified in this study and were not upregulated in the interaction. This suggests these putative pore-forming enzymes are not involved in mediating fungal-fungal interactions, but instead may be part of a general anti-herbivory strategy in *G. trabeum* as are homologous proteins in other organisms (Jaquet et al., 1987; Weng et al., 2004). Both fungi upregulated several ORs in the interaction which has been observed previously in interacting hyphae (Arfi et al., 2013). *R. placenta* upregulated more ORs in the IZ than *G. trabeum*, which suggests this species relies more heavily on enzymatic oxidants to facilitate interactions. Xenobiotic-metabolizing ORs are major secretome components in wood-degrading basidiomycetes and some of the oxidoreductases upregulated in the interaction in this study may have similar functional roles (Moody et al., 2018). One OR, Rp105721, was both found exclusively in protein extracts of the interaction (Table 1) and was the 3rd most highly upregulated *R. placenta* gene in the interaction (Tables 1, 2). 

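Ordered by the ratio to Rp_0–5 as in Table 2, Rp105721 was the 4th gene of R. placenta, and it was the 3rd among those called higher, after Rp63488 and Rp60565. Of the 6 measured R. placenta genes of Table 1, which Table 1 lists as proteins of the interaction zone only, it alone was called. The hypothetical protein Rp96562, with the most spectra, had an RPKM of 0.687 in the IZ, 0.346 in Rp_0–5 and 0.122 in IZ-5Rp, a 5.63-fold ratio to the last, and Rp98779 had 5.34 in the IZ and 5.20 in Rp_0–5.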

Rp105721 contains a Rossman-fold NAD(P)-binding domain as well as an FAD-binding domain and shares homology to several other uncharacterized fungal putative FAD-binding proteins. Further characterization of this enzyme may provide insight into interaction mechanisms in this fungus.

Basidiomycetes are rich sources of SMs and several studies have demonstrated the importance of SMs in mediating interspecific interactions in wood decay fungi (Hynes et al., 2007; Evans et al., 2008; Peiris et al., 2008; El Ariebi et al., 2016; O’Leary et al., 2019). *Gloeophyllum* species are known to produce several classes of SMs, including terpenoids (Rasser et al., 2000; Han et al., 2015) and polyketides (Sonnenbichler et al., 1997), that have mild antibacterial and antifungal activity. *G. trabeum* upregulated several SM-synthesis genes in the IZ, implicating the products of these genes in mediating fungal-fungal interactions (Figure 4). Fewer orthologous terpene synthases were also upregulated in *R. placenta* in the IZ, but had generally lower RPKM values than those in *G. trabeum*. 

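The 2 terpene synthases of R. placenta named in Supplementary Data S2, which lists genes higher in the IZ, had an RPKM under 1 there. Other terpene synthases of this fungus were not examined. The sesquiterpene synthase Rp102456 had an RPKM of 0.137 in the IZ, 0.375 in Rp_0–5 and 0.00574 in IZ-5Rp, and the muurolene synthase Rp106829 had 0.150, 0.102 and 0.00412. The ratios to IZ-5Rp were 23.8 and 36.5, and neither gene was called. The 5 sesquiterpene synthases of G. trabeum in Fig. 5 were between 17.9 and 279 in the same sections. The fungi held different shares of the RNA of these sections, so RPKM compares their genes only roughly.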

In *G. trabeum*, nine upregulated SM-synthesis genes were identified on seven SM-synthesis clusters that were identified using AntiSMASH SM cluster analysis (Figure 5; Weber et al., 2015). Some of these genes, such as the putative orsellinic acid synthase Gt116317, share high homology to characterized SM-synthesizing genes (Lackner et al., 2012, 2013). These SM clusters also contain IZ-upregulated ORs and cytochrome p450s may perform oxidations necessary to produce orsellinic acid-derived metabolites and contribute to the overall greater proportion of ORs upregulated in the IZ (Figure 5). 

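Beside the secondary metabolism genes, oxidoreductases rose on several scaffolds. Apart from the block of Gt50822, the oxidoreductase Gt76869 rose 6.44-fold near Gt76873, the FAD-oxidoreductase Gt131672 rose 17.9-fold near Gt117331, and both were called relative to Gt_0–5. Near the hybrid gene Gt9220, the cytochrome p450 Gt139944 and the aminotransferase Gt122318 rose 4.71-fold and 10.9-fold relative to IZ-5Gt. Beside the orsellinic acid synthase-like Gt116317 no measured neighbour was called higher, within 5 genes on either side. The next gene beyond this window is Gt76869, which was called, so this result depends on the window. Where a neighbour was within reach of more than 1 of the genes of Fig. 5, it was counted once.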

Our study suggests that antimicrobial orsellinic acid-derived SMs may help mediate interspecific interactions in *G. trabeum*, however, this must be confirmed via metabolomics analysis.

Laccases are oxidoreductases that have been widely implicated in basidiomycetes interactions, where they can play a role in melanization (Cordero and Casadevall, 2017) or metabolite detoxification (Hiscox and Boddy, 2017). Brown rot secretomes are generally characterized by a lack of phenol oxidase activity but some do contain these proteins in their genomes (Riley et al., 2014) and produce them in low quantities (Wei et al., 2010). In this study, a laccase in *G. trabeum* was highly upregulated (Gt130426) in the IZ (Table 2), as is seen in protein extracts of the interacting hyphae of several white rot fungi (Baldrian, 2004; Hiscox et al., 2010). However, no laccase activity was found in this test (ABTS assay, data not shown) and no laccase peptides were identified in protein extracts from interaction microcosms, indicating they are not part of the secretome in amounts detectable with our methods. 

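The laccase Gt130426, a copper oxidase of phenols, had an RPKM of 47.0 in the interaction zone, 1.11 in Gt_0–5 and 4.82 in IZ-5Gt. It rose 42.1-fold and 9.75-fold and was called in both comparisons, although not with p-values adjusted over G. trabeum genes alone. Its level stayed moderate beside other oxidases of the section, such as the aryl alcohol oxidase. The gene lies on scaffold 9 and was not among the proteins listed for IZ extracts in Table S1.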

Some secretion signal-containing ascomycete laccases localize to fungal cell walls (Liu and Free, 2016), but Gt130426 does not contain any transmembrane sequences or GPI anchoring sites that would suggest it is localized there.

Basidiomycete interspecific interactions are ubiquitous processes necessary for the survival of these organisms. This study identifies general strategies utilized by wood-degrading basidiomycetes during interspecific combat and identifies interspecific variation in combative mechanisms in two brown rot species. Both species divert resources away from GH and CE production except for pectinase and laminarinase activity, the latter likely to target fungal cell wall β-glucanases. In addition, several orthologous genes were upregulated in the interaction in both species, which suggests an overlap in functionality for these genes which include some cytochrome p450s, proteases, uncharacterized oxidoreductases, hypothetical proteins, terpene synthases and several others. However, there were also patterns unique to each species. 

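Called genes of both species met in 13 ortholog groups of Supplementary Data S2, with 22 R. placenta and 23 G. trabeum genes that rose in at least 1 comparison. These were 13 of 554 groups with a listed gene. The groups held cytochrome p450s (Rp105719, Rp105726 and Rp92340 with Gt141118, Gt36902 and Gt67059), aryl alcohol dehydrogenases and aldo-keto reductases, a GMC oxidoreductase with glucose oxidases, and alcohol dehydrogenases, of which Rp91006 rose 29.2-fold and Gt128650 31.9-fold relative to the hyphal fronts. The expansin-like group held Rp103283, which rose 38.9-fold, and Gt44870, Gt130898 and Gt45373. The glutathione-S-transferases Rp86808 and Gt24023 rose 16.9-fold and 16.0-fold, relative to the IZ-5 samples only. The group of terpene synthases held no called R. placenta gene, and 5 of the 7 R. placenta proteases called higher than in Rp_0–5 had no group, as had 77 of all 143 called R. placenta genes. All 54 listed R. placenta genes whose number is also that of a G. trabeum gene had a group, against 67.0% of the others, and the 4 numbers listed in both species shared a group each time (Rp127047 and Gt127047 alone form 1 of the 13), so groups matched by number across species cannot be excluded. Without those R. placenta genes 11 of the 13 groups remained.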

*G. trabeum* appeared to exhibit an SM-based interaction strategy by upregulating more SM-synthesis genes than *R. placenta*, while *R. placenta* upregulated a larger proportion of oxidoreductases in the interaction. Several oxidoreductases, including those that could be involved in SM synthesis, metabolite degradation, and cell wall melanization were upregulated in the IZ, indicating they may be important in facilitating interactions. This work provides evidence for the broader functional role of a variety of uncharacterized genes in two model brown rot fungi.

## Data Availability Statement

The raw proteomics data is deposited in the PRIDE/ProteomeXchange database, project accession: PXD009480 and project doi: 10.6019/PXD009480. The raw RPKM sequence data can be found in Supplementary Table S1 and in the Gene Expression Omnibus database (GSE151023).

## Author Contributions

GP generated the cultures, extracted protein, performed proteomics experiment prep, extracted RNA for RNAseq, performed enzyme assays, and wrote the manuscript. JZ performed the RNAseq analysis, data workup for this portion, and edited the manuscript. Ellen Panisko was not listed as an author but she was the technical specialist that performed the LC-MS and data analysis for this portion. SP performed the data analysis for the proteomics. JS was the PI at the time this work was done, directed and funded the research, and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://usegalaxy.org/

# Supplementary material for: Functional Genomics, Transcriptomics, and Proteomics Reveal Distinct Combat Strategies Between Lineages of Wood-Degrading Fungi With Redundant Wood Decay Mechanisms
**Source:** Front Microbiol. 2020 Jul 28;11:1646. doi: 10.3389/fmicb.2020.01646
**Supplement:** Supplementary file 1

Table S1: Proteins identified in protein extracts of interacting hyphae of *Gloeophyllum trabeum* and *Rhodonia placenta*.

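Table S1 gives the number of peptide spectra assigned to each protein, a measure of detected protein, beside the RPKM of its gene. The transcripts behind it went several ways. Of the 25 G. trabeum proteins, 5 had transcripts called higher and none called lower than in Gt_0–5, and 4 were called higher and 6 lower than in IZ-5Gt. After median centring 2 of these 6 lower calls remained. Of 9 R. placenta proteins, 7 had a gene in the tables and 1 rose. The tripeptidyl protease Gt48672 had an RPKM of 18.2 in the IZ and fell 67.8-fold relative to IZ-5Gt. The hypothetical protein Gt130688 was listed at 0 in the IZ. The study chose these proteins from extracts of the same kind of section, so the counts are not independent evidence, and 2 of the listed proteins had no gene in the tables.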

|  |  |  |  |  |  | RPKM^5^ | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Species | ID^1^ | Identification | Swiss prot^2^ | Observations^3^ | Signal P^4^ | IZ | IZ-5Gt/Rp | Gt/Rp_0-5 |
| *G. trabeum* | 101772 | Hypothetical protein | no strong hits | 1 | 25-26 | 372.34 | 31.68 | 8.80 |
| *G. trabeum* | 91843 | Hypothetical protein | no strong hits | 1 | no | 130.13 | 371.62 | 261.53 |
| *G. trabeum* | 128123 | Hypothetical protein | no strong hits | 1 | no | 6.39 | 19.34 | 19.93 |
| *G. trabeum* | 108762 | Hypothetical protein | no strong hits | 7 | 17-18 | 372.56 | 93.60 | 24.68 |
| *G. trabeum* | 81033 | Metallophosphatase | metallophosphatase | 1 | no | 30.83 | 81.98 | 47.17 |
| *G. trabeum* | 136352 | Protease, Acid | Acid protease | 4 | 19-20 | 23.35 | 78.29 | 41.56 |
| *G. trabeum* | 112815 | Ribosomal protein S15 | Ribosomal S37 | 1 | no | 54.30 | 94.75 | 89.84 |
| *G. trabeum* | 116675 | Formamidase | Formamidase | 6 | no | 69.43 | 259.70 | 137.34 |
| *G. trabeum* | 121308 | GH 115 | no strong hits | 8 | 21-22 | 145.84 | 1195.17 | 286.65 |
| *G. trabeum* | 69843 | GH 3 | β-glucosidase | 7 | 18-19 | 34.34 | 1218.55 | 151.98 |
| *G. trabeum* | 130688 | Hypothetical protein | no strong hits | 11 | 16-17 | 0.00 | 4.49 | 0.00 |
| *G. trabeum* | 44870 | Hypothetical protein | no strong hits | 17 | 21-22 | 721.56 | 16.89 | 3.95 |
| *G. trabeum* | 112240 | Hypothetical protein | no strong hits | 2 | 17-18 | 254.59 | 755.71 | 342.62 |
| *G. trabeum* | 112664 | Hypothetical protein | no strong hits | 39 | no | 158.81 | 1563.02 | 51.47 |
| *G. trabeum* | 92695 | Hypothetical protein | no strong hits | 4 | 19-20 | 3599.50 | 12.76 | 8.82 |
| *G. trabeum* | 116097 | Hypothetical protein | no strong hits | 5 | 19-20 | 55.10 | 291.37 | 106.48 |
| *G. trabeum* | 93553 | Hypothetical protein | no strong hits | 1 | no | 73.20 | 130.40 | 19.68 |
| *G. trabeum* | 138715 | Hypothetical protein | no strong hits | 10 | no | 2560.24 | 8381.62 | 931.09 |
| *G. trabeum* | 129354 | Hypothetical protein | no strong hits | 2 | 19-20 | 587.58 | 40.36 | 11.31 |
| *G. trabeum* | 61365 | Hypothetical protein | no strong hits | 6 | no | 2227.33 | 1133.11 | 7464.69 |
| *G. trabeum* | 104432 | Nuclear transport factor | Nuclear transport factor | 2 | no | 224.25 | 849.69 | 346.95 |
| *G. trabeum* | 62581 | Protease, Acid | Aspergillopepsin | 46 | 18-19 | 371.90 | 3759.26 | 1024.04 |
| *G. trabeum* | 48672 | Protease, Tripeptidyl | Tripeptidyl Protease | 5 | 17-18 | 18.20 | 1233.41 | 97.90 |
| *G. trabeum* | 39789 | Protease, Tripeptidyl | Tripeptidyl Protease | 11 | no | 121.48 | 400.82 | 338.67 |
| *G. trabeum* | 134939 | Thioredoxin | Thioredoxin | 1 | no | 392.78 | 1995.75 | 304.36 |
| *P. placenta* | 1183565 | AB hydrolase | Lipase | 2 | no | #N/A | #N/A | #N/A |
| *P. placenta* | 105721 | FAD-oxidoreductase | FAD binding protein | 4 | 18-19 | 257.88 | 1.32 | 1.53 |
| *P. placenta* | 92184 | Hypothetical protein | no strong hits | 1 | no | 8.22 | 19.23 | 12.17 |
| *P. placenta* | 99255 | Hypothetical protein | no strong hits | 7 | no | 0.41 | 0.46 | 0.95 |
| *P. placenta* | 93455 | Hypothetical protein | no strong hits | 1 | no | 2.33 | 3.46 | 2.03 |
| *P. placenta* | 98779 | Hypothetical protein | no strong hits | 11 | no | 5.34 | 14.21 | 5.20 |
| *P. placenta* | 101552 | Hypothetical protein | no strong hits | 4 | 16-17 | 4.19 | 11.53 | 1.90 |
| *P. placenta* | 96562 | Hypothetical protein | no strong hits | 36 | 16-17 | 0.69 | 0.12 | 0.35 |
| *P. placenta* | 1127001 | Protease, Acid | Polyporopepsin | 3 | 19-20 | #N/A | #N/A | #N/A |

^1^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014).

^2^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015).

^3^Number of observations (spectral counts)

^4^Secretion signals were identified using Signal P prediction server (Armenteros et al., 2019).

^5^RPKM values from RNAseq data from interaction microcosms and single species cultures.

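Table S2 names the proteins of the G. trabeum side, 5 mm outside of the interaction zone. Their transcripts were mostly lower in the interaction zone than in these hyphae: of 29 measured genes, 17 fell relative to IZ-5Gt and none was called higher, with a median log2 ratio of −2.73, which is −1.17 relative to all G. trabeum genes. Relative to Gt_0–5, 1 of them fell. After median centring 9 of the 17 calls remained, and 6 remained with p-values adjusted over G. trabeum genes alone. The oxalate decarboxylase Gt130556 fell 55.4-fold relative to IZ-5Gt. The acid proteases Gt57888 and Gt62581 had 242 and 372 RPKM in the IZ and 3515 and 3759 in IZ-5Gt. The study chose the list from this section, so lower values in the IZ are not independent evidence, and 3 of its 33 proteins had no gene in the tables.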

Table S2: Proteins identified in protein extracts of *Gloeophyllum trabeum* hyphae 5 mm outside of the interaction zone (IZ-5Gt). Proteins are listed with the total number of observations.

|  |  |  |  |  |  | RPKM^5^ | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Species | ID^1^ | Name | Swiss prot^2^ | Observations^3^ | Signal P^4^ | IZ | IZ-5Gt | Gt_0-5 |
| *G. trabeum* | 36245 | Amidase | Amidase | 2 | 21-22 | 13.42 | 89.50 | 21.35 |
| *G. trabeum* | 46347 | CE 15 | Glucuronly esterase | 2 | 19-20 | #N/A | #N/A | #N/A |
| *G. trabeum* | 138785 | GH 10 | endo-β-1,4-xylanase | 1 | 19-20 | 58.55 | 1622.82 | 141.77 |
| *G. trabeum* | 121308 | GH 115 | no strong hits | 55 | 21-22 | 145.84 | 1195.17 | 286.65 |
| *G. trabeum* | 138821 | GH 12 | Xyloglucan specific endoglucanase | 2 | 20-21 | 38.60 | 2681.53 | 630.53 |
| *G. trabeum* | 69843 | GH 3 | β-glucosidase | 34 | 18-19 | 34.34 | 1218.55 | 151.98 |
| *G. trabeum* | 122002 | GH 3 | endo-β-xylosidase | 14 | 21-22 | 174.11 | 1894.37 | 362.08 |
| *G. trabeum* | 63180 | GH 5 | Endoglucanase | 6 | 20-21 | 372.18 | 1111.49 | 925.02 |
| *G. trabeum* | 81248 | Hypothetical | no strong hits | 5 | 25-26 | 236.27 | 2201.28 | 699.19 |
| *G. trabeum* | 139330 | Hypothetical | no strong hits | 1 | no | 14.46 | 20.12 | 7.08 |
| *G. trabeum* | 65283 | Hypothetical protein | no strong hits | 26 | 18-19 | 244.01 | 3468.86 | 1239.35 |
| *G. trabeum* | 48343 | Hypothetical protein | carboxylesterase | 10 | 21-22 | 35.50 | 211.31 | 51.92 |
| *G. trabeum* | 96567 | Hypothetical protein | Carboxylestrease | 8 | 18-19 | 39.86 | 665.45 | 120.50 |
| *G. trabeum* | 131166 | Hypothetical protein | no strong hits | 4 | no | 0.00 | 0.00 | 0.00 |
| *G. trabeum* | 122332 | Hypothetical protein | no strong hits | 1 | 23-24 | 181.51 | 2645.22 | 285.34 |
| *G. trabeum* | 131837 | Hypothetical protein | Hercynyl cysteine sulfoxide lyase | 1 | no | 68.17 | 58.62 | 60.87 |
| *G. trabeum* | 122240 | Hypothetical protein | no strong hits | 1 | 17-18 | #N/A | #N/A | #N/A |
| *G. trabeum* | 96019 | Hypothetical protein | no strong hits | 1 | no | 0.02 | 0.19 | 0.12 |
| *G. trabeum* | 48407 | Hypothetical protein | no strong hits | 1 | no | 27.15 | 99.60 | 45.88 |
| *G. trabeum* | 112674 | Hypothetical protein | Transcription factor | 1 | no | 18.48 | 33.97 | 29.32 |
| *G. trabeum* | 36877 | Hypothetical protein | no strong hits | 1 | no | 10.11 | 22.86 | 13.00 |
| *G. trabeum* | 73954 | Hypothetical protein | no strong hits | 1 | no | 5.53 | 7.56 | 4.64 |
| *G. trabeum* | 93128 | Hypothetical protein | no strong hits | 1 | no | 0.66 | 1.02 | 0.89 |
| *G. trabeum* | 124440 | Hypothetical protein | microtubule binding protein | 1 | no | #N/A | #N/A | #N/A |
| *G. trabeum* | 138715 | Hypothetical protein | no strong hits | 1 | no | 2560.24 | 8381.62 | 931.09 |
| *G. trabeum* | 24740 | Lipase | Lipase | 1 | no | 23.77 | 234.05 | 64.17 |
| *G. trabeum* | 130556 | Oxalate decarboxylase | Oxalate decarboxylase | 1 | 19-20 | 28.43 | 1574.42 | 106.53 |
| *G. trabeum* | 81017 | Profilin | Profilin | 1 | no | 287.57 | 1695.80 | 375.05 |
| *G. trabeum* | 62581 | Protease, Acid | Aspergillopepsin | 50 | 18-19 | 371.90 | 3759.26 | 1024.04 |
| *G. trabeum* | 57888 | Protease, Acid | Polyporopepsin | 6 | 19-20 | 241.59 | 3515.21 | 526.83 |
| *G. trabeum* | 48672 | Protease, Tripeptidyl | Tripeptidyl Protease | 29 | 17-18 | 18.20 | 1233.41 | 97.90 |
| *G. trabeum* | 48851 | Protease, Tripeptidyl | Tripeptidyl Protease | 4 | 17-18 | 16.01 | 74.45 | 21.68 |
| *G. trabeum* | 39789 | Protease, Tripeptidyl | Tripeptidyl Protease | 2 | no | 121.48 | 400.82 | 338.67 |

^1^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014).

^2^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015).

^3^Number of observations (spectral counts)

^4^Secretion signals were identified using Signal P prediction server (Armenteros et al., 2019).

^5^RPKM values from RNAseq data from interaction microcosms and single species cultures.

Table S3: Proteins identified in protein extracts of *Rhodonia placenta* hyphae 5 mm outside of the interaction zone (IZ-5Rp).

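Table S3 does the same for the R. placenta side. Of its proteins, 9 had transcripts in both samples of the tables: 3 of them fell in the interaction zone relative to IZ-5Rp and none relative to Rp_0–5. Those that fell were the GH 2 gene Rp57564 (29.6-fold), the GH 3 gene Rp107557 (23.3-fold) and the hypothetical protein Rp90946 (109-fold). The median log2 ratio relative to IZ-5Rp, −1.09, lay near that of all R. placenta genes. The list is short, 5 of its proteins had no gene in the tables, and the study chose it from this section.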

|  |  |  |  |  |  | RPKM^5^ | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Species | ID^1^ | Name | Swiss prot^2^ | Observations^3^ | Signal P^4^ | IZ | IZ-5Rp | Rp_0-5 |
| *P. placenta* | 127015 | Cholinesterase | Fatty acyl coA hydrolase | 2 | 26-27 | 71.00 | 518.75 | 172.71 |
| *P. placenta* | 127015 | Cholinesterase | Paranitro benzylesterase | 19 | 26-27 | 71.00 | 518.75 | 172.71 |
| *P. placenta* | 96457 | DNA ligase | DNA ligase | 1 | no | 1.62 | 3.57 | 4.60 |
| *P. placenta* | 1076117 | GH 115 | no strong hits | 1 | 19-20 | #N/A | #N/A | #N/A |
| *P. placenta* | 57564 | GH 2 | β-mannosidase | 12 | no | 57.33 | 1696.72 | 181.55 |
| *P. placenta* | 134890 | GH 3 | exo-β-1,4-xylosidase | 1 | 18-19 | #N/A | #N/A | #N/A |
| *P. placenta* | 107557 | GH 3 | β-glucosidase | 5 | 24-25 | 182.14 | 4240.92 | 570.31 |
| *P. placenta* | 1073356 | Glutamate synthase | Glutamate synthase | 1 | no | #N/A | #N/A | #N/A |
| *P. placenta* | 104279 | Hypothetical protein | no strong hits | 1 | no | 1.39 | 1.91 | 1.98 |
| *P. placenta* | 99255 | Hypothetical protein | no strong hits | 13 | no | 0.41 | 0.46 | 0.95 |
| *P. placenta* | 1064989 | Hypothetical protein | Pumilio domain protein | 2 | no | #N/A | #N/A | #N/A |
| *P. placenta* | 100575 | Hypothetical protein | no strong hits | 1 | no | 0.24 | 0.11 | 0.47 |
| *P. placenta* | 101774 | Hypothetical protein | no strong hits | 2 | no | 47.40 | 19.58 | 111.79 |
| *P. placenta* | 90946 | Hypothetical protein | no strong hits | 5 | 17-18 | 4.84 | 527.94 | 19.41 |
| *P. placenta* | 1141136 | Peptidase, Acid | Aspergillopepsin | 3 | 18-19 | #N/A | #N/A | #N/A |

^1^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014).

^2^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015).

^3^Number of observations (spectral counts)

^4^Secretion signals were identified using Signal P prediction server (Armenteros et al., 2019).

^5^RPKM values from RNAseq data from interaction microcosms and single species cultures.

Table S4: Glycoside hydrolases and carbohydrate esterases found in secretomes of *Gloeophyllum trabeum* on aspen wafers and their expression levels in the interaction zone (IZ) and at the actively growing hyphal front of *G. trabeum* cultures (Gt_0-5).

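Table S4 follows enzymes known from secretomes of G. trabeum on aspen, with RPKM for the interaction zone and the hyphal front. The genes that fell between them were Gt138821, the CE 16 gene Gt48624 (6.16-fold) and the CE 15 gene Gt46545, a glucuronoyl esterase family (4.07-fold). Gt114574, a GH 5 gene, alone had a higher value in the IZ, at 144 against 107. None of the 3 was called with p-values adjusted over G. trabeum genes alone.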

| ID^1^ | Name^2^ | Swiss prot^3^ | RPKM IZ | RPKM Gt_0-5 | Log2 (IZ/Gt_0-5) | p value | q value |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 117128 | CE 1 | Acetyl xylan esterase | 72.84 | 198.89 | -1.45 | 0.09 | 0.16 |
| 46545 | CE 15 | 4-O-methyl-glucuronyl methylesterase | 10.75 | 43.71 | -2.02 | 0.02 | 0.04 |
| 48624 | CE 16 | Uncharacterized CE 16 | 52.50 | 323.17 | -2.62 | 0.03 | 0.05 |
| 56205 | CE 16 | Unchracterized CE 16 | 214.59 | 374.05 | -0.80 | 0.33 | 0.42 |
| 32318 | CE 4 | Chitin deacetylase | 602.75 | 722.37 | -0.26 | 0.75 | 0.80 |
| 112531 | CE 8 | Pectinesterase | 289.92 | 543.26 | -0.91 | 0.28 | 0.36 |
| 140289 | GH 10 | Endo-β-1,4-xylanase | 53.10 | 98.73 | -0.89 | 0.28 | 0.36 |
| 46499 | GH 10 | Endo-β-1,4-xylanase | 286.22 | 697.95 | -1.29 | 0.15 | 0.22 |
| 121307 | GH 115 | no strong hits | 208.56 | 433.95 | -1.06 | 0.19 | 0.26 |
| 121308 | GH 115 | no strong hits | 145.84 | 286.65 | -0.97 | 0.26 | 0.34 |
| 138821 | GH 12 | Xyloglucan specific endo-β-1,4-glucanase | 38.60 | 630.53 | -4.03 | 0.00 | 0.00 |
| 61700 | GH 15- CBM 20 | Glucoamylase, CBM20 domain | 50.64 | 76.25 | -0.59 | 0.49 | 0.57 |
| 52752 | GH 16 | β-glucan synthesis protein | 64.22 | 104.35 | -0.70 | 0.39 | 0.47 |
| 122074 | GH 18 | Chitinase | 52.40 | 127.36 | -1.28 | 0.14 | 0.20 |
| 115191 | GH 2 | β-Mannanase | 112.82 | 282.05 | -1.32 | 0.11 | 0.18 |
| 116582 | GH 20 | β-N-acetylglucosaminidase | 179.72 | 454.79 | -1.34 | 0.14 | 0.21 |
| 77583 | GH 20 | β-N-acetylglucosaminidase | 36.15 | 92.35 | -1.35 | 0.14 | 0.20 |
| 117566 | GH 27 | α-galactosidase | 526.99 | 760.44 | -0.53 | 0.53 | 0.60 |
| 110574 | GH 28 | Pectinase | 268.53 | 784.22 | -1.55 | 0.06 | 0.10 |
| 120615 | GH 28 | Pectinase | 70.38 | 153.87 | -1.13 | 0.21 | 0.28 |
| 138836 | GH 28 | Pectinase | 121.24 | 291.71 | -1.27 | 0.12 | 0.19 |
| 6650 | GH 28 | Pectinase | 77.29 | 212.37 | -1.46 | 0.08 | 0.14 |
| 69843 | GH 3 | β-glucosidase | 34.34 | 151.98 | -2.15 | 0.07 | 0.13 |
| 75899 | GH 3 | β-glucosidase | 172.95 | 322.48 | -0.90 | 0.30 | 0.39 |
| 122002 | GH 3 | Exo-β-1,4-xylosidase | 174.11 | 362.08 | -1.06 | 0.22 | 0.30 |
| 141329 | GH 31 | α-xylosidase | 143.59 | 271.27 | -0.92 | 0.27 | 0.35 |
| 111095 | GH 35 | β-galactosidase | 100.18 | 188.55 | -0.91 | 0.28 | 0.36 |
| 112205 | GH 47 | Mannosyl oligosaccaride α-1,2-mannosidase | 323.39 | 696.63 | -1.11 | 0.19 | 0.26 |
| 114574 | GH 5 | Endo-β-1,4-mannanase | 144.44 | 107.21 | 0.43 | 0.63 | 0.70 |
| 110405 | GH 5 | Endo-β-1,4-mannanase | 207.09 | 316.83 | -0.61 | 0.51 | 0.59 |
| 135369 | GH 5 | Endo-β-1,4-mannanase | 154.67 | 393.86 | -1.35 | 0.21 | 0.29 |
| 63180 | GH 5 | Endo-β-1,4-glucanase | 372.18 | 925.02 | -1.31 | 0.22 | 0.30 |
| 134804 | GH 51 | α-arabinofuranosidase | 27.16 | 73.57 | -1.44 | 0.10 | 0.16 |
| 126879 | GH 55 | Exo-β-1,3-glucosidase | 181.07 | 291.93 | -0.69 | 0.52 | 0.60 |
| 113553 | GH 72-CBM 43 | β-1,3-glucanosyltransferase | 195.01 | 338.41 | -0.80 | 0.37 | 0.46 |
| 116837 | GH 79 | β-glucuronidase | 49.42 | 116.63 | -1.24 | 0.17 | 0.25 |
| 81814 | GH 92 | Glycosidase | 40.51 | 68.76 | -0.76 | 0.38 | 0.47 |

^1^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014), alleles are listed in red italics under its pair.

^2^Carbohydrate esterase (CE) and glycoside hydrolase (GH) families as defined in the CAZy database (Lombard et al., 2014).

^3^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015).

Table S5: Glycoside hydrolases and carbohydrate esterases found in secretomes of *Gloeophyllum trabeum* on aspen wafers and their expression levels in the interaction zone (IZ) and in *G. trabeum* hyphae 5 mm outside the interaction (IZ-5Gt).

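Table S5 sets the same enzymes against the hyphae 5 mm outside of the interaction. Xylan-degrading enzymes were among those that fell: the acetyl xylan esterase Gt117128 fell 31.2-fold from an RPKM of 2269 to 72.8, and the GH 10 xylanase Gt46499 fell 10.9-fold from 3117 to 286, a call that was lost after median centring. The GH 3 gene Gt69843 fell 35.5-fold. With p-values adjusted over G. trabeum genes alone, only Gt117128 of the 3 stayed called. The α-glucuronidase family gene Gt121307 (GH 115) was the exception, with 209 in the IZ and 189 in IZ-5Gt, while its neighbour Gt121308 had 146 and 1195.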

| ID^1^ | Name^2^ | Swiss prot^3^ | RPKM IZ-5Gt | RPKM IZ | Log_2_(IZ/IZ-5Gt) | p value | q value |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 117128 | CE 1 | Acetyl xylan esterase | 2269.23 | 72.84 | -4.96 | 0.00 | 0.00 |
| 46545 | CE 15 | 4-O-methyl-glucuronyl methylesterase | 206.39 | 10.75 | -4.26 | 0.00 | 0.00 |
| 48624 | CE 16 | Uncharacterized CE 16 | 1859.85 | 52.50 | -5.15 | 0.00 | 0.00 |
| 56205 | CE 16 | Unchracterized CE 16 | 2522.71 | 214.59 | -3.56 | 0.00 | 0.00 |
| 32318 | CE 4 | Chitin deacetylase | 1283.74 | 602.75 | -1.09 | 0.25 | 0.33 |
| 112531 | CE 8 | Pectinesterase | 954.52 | 289.92 | -1.72 | 0.06 | 0.10 |
| 140289 | GH 10 | Endo-β-1,4-xylanase | 201.13 | 53.10 | -1.92 | 0.10 | 0.16 |
| 46499 | GH 10 | Endo-β-1,4-xylanase | 3116.71 | 286.22 | -3.44 | 0.00 | 0.00 |
| 121307 | GH 115 | no strong hits | 189.00 | 208.56 | 0.14 | 0.87 | 0.90 |
| 121308 | GH 115 | no strong hits | 1195.17 | 145.84 | -3.03 | 0.00 | 0.00 |
| 138821 | GH 12 | Xyloglucan specific endo-β-1,4-glucanase | 2681.53 | 38.60 | -6.12 | 0.00 | 0.00 |
| 61700 | GH 15- CBM 20 | Glucoamylase, CBM20 domain | 133.45 | 50.64 | -1.40 | 0.15 | 0.22 |
| 52752 | GH 16 | β-glucan synthesis protein | 154.04 | 64.22 | -1.26 | 0.23 | 0.31 |
| 122074 | GH 18 | Chitinase | 301.81 | 52.40 | -2.53 | 0.01 | 0.01 |
| 115191 | GH 2 | β-Mannanase | 671.19 | 112.82 | -2.57 | 0.01 | 0.01 |
| 116582 | GH 20 | β-N-acetylglucosaminidase | 1142.88 | 179.72 | -2.67 | 0.01 | 0.02 |
| 77583 | GH 20 | β-N-acetylglucosaminidase | 89.44 | 36.15 | -1.31 | 0.19 | 0.27 |
| 117566 | GH 27 | α-galactosidase | 2774.45 | 526.99 | -2.40 | 0.01 | 0.02 |
| 110574 | GH 28 | Pectinase | 985.55 | 268.53 | -1.88 | 0.04 | 0.06 |
| 120615 | GH 28 | Pectinase | 146.11 | 70.38 | -1.05 | 0.47 | 0.55 |
| 138836 | GH 28 | Pectinase | 867.03 | 121.24 | -2.84 | 0.00 | 0.01 |
| 6650 | GH 28 | Pectinase | 263.06 | 77.29 | -1.77 | 0.07 | 0.12 |
| 69843 | GH 3 | β-glucosidase | 1218.55 | 34.34 | -5.15 | 0.00 | 0.01 |
| 75899 | GH 3 | β-glucosidase | 1495.82 | 172.95 | -3.11 | 0.02 | 0.04 |
| 122002 | GH 3 | Exo-β-1,4-xylosidase | 1894.37 | 174.11 | -3.44 | 0.00 | 0.00 |
| 141329 | GH 31 | α-xylosidase | 552.41 | 143.59 | -1.94 | 0.04 | 0.07 |
| 111095 | GH 35 | β-galactosidase | 283.96 | 100.18 | -1.50 | 0.12 | 0.19 |
| 112205 | GH 47 | α-1,2-mannosidase | 1482.78 | 323.39 | -2.20 | 0.02 | 0.04 |
| 114574 | GH 5 | Endo-β-1,4-mannanase | 296.39 | 144.44 | -1.04 | 0.30 | 0.38 |
| 110405 | GH 5 | Endo-β-1,4-mannanase | 2361.21 | 207.09 | -3.51 | 0.00 | 0.01 |
| 135369 | GH 5 | Endo-β-1,4-mannanase | 2305.82 | 154.67 | -3.90 | 0.01 | 0.02 |
| 63180 | GH 5 | Endo-β-1,4-glucanase | 1111.49 | 372.18 | -1.58 | 0.18 | 0.25 |
| 134804 | GH 51 | α-arabinofuranosidase | 163.91 | 27.16 | -2.59 | 0.01 | 0.02 |
| 126879 | GH 55 | Exo-β-1,3-glucosidase | 728.58 | 181.07 | -2.01 | 0.13 | 0.20 |
| 113553 | GH 72-CBM43 | β-1,3-glucanosyltransferase | 925.82 | 195.01 | -2.25 | 0.03 | 0.05 |
| 116837 | GH 79 | β-glucuronidase | 453.76 | 49.42 | -3.20 | 0.00 | 0.00 |
| 81814 | GH 92 | Glycosidase | 197.26 | 40.51 | -2.28 | 0.02 | 0.04 |

^1^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014), alleles are listed in red italics under its pair.

^2^Carbohydrate esterase (CE) and glycoside hydrolase (GH) families as defined in the CAZy database (Lombard et al., 2014).

^3^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015).

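Table S6 follows enzymes known from secretomes of R. placenta on aspen. Relative to Rp_0–5 the 4 genes that fell were the GH 12 and GH 28 genes, 2 pairs of alleles by the note of the table, and many others were lower by less than 4-fold, such as the GH 5 gene Rp117690 with 55.2 RPKM in the IZ and 215 in Rp_0–5. Of the 36 listed proteins, 1 had no gene in the tables.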

Table S6: Glycoside hydrolases and carbohydrate esterases found in secretomes of *Rhodonia placenta* on aspen wafers and their expression levels in the interaction zone (IZ) and at the actively growing hyphal front of *R. placenta* cultures (Rp_0-5).

| Protein ID^1^ | Name^2^ | Swiss prot^3^ | RPKM IZ | RPKM Rp_0-5 | Log_2_(IZ/Rp_0-5) | p value | q value |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 20448 | CE 10 | Lipase | 3.06 | 7.54 | -1.30 | 0.20 | 0.28 |
| *50078* | CE 10 | Lipase | 3.64 | 5.91 | -0.70 | 0.47 | 0.56 |
| 125801 | CE 16 | Carboxylesterase | 197.41 | 636.49 | -1.69 | 0.11 | 0.18 |
| 108959 | CE 16 | Carboxylesterase | 53.32 | 252.08 | -2.24 | 0.06 | 0.10 |
| 106710 | CE 16 | no strong hits | 100.26 | 357.77 | -1.84 | 0.09 | 0.15 |
| 113670 | GH 10 | Endo-β-1,4-xylanase | 22.07 | 53.37 | -1.27 | 0.21 | 0.29 |
| 112658 | GH 12 | Endo-β-1,4-glucanase | 7.29 | 119.36 | -4.03 | 0.00 | 0.00 |
| *121191* | GH 12 | Endo-β-1,4-glucanase | 20.47 | 215.79 | -3.40 | 0.01 | 0.03 |
| 113112 | GH 15 | Glucoamylase | 32.63 | 43.73 | -0.42 | 0.68 | 0.74 |
| *117345* | GH 15 | Glucoamylase | 31.36 | 45.21 | -0.53 | 0.59 | 0.67 |
| 116903 | GH 16 | Endo-β-1,3(4)-glucanase | 114.92 | 103.07 | 0.16 | 0.88 | 0.91 |
| *128334* | GH 16 | Endo-β-1,3(4)-glucanase | 118.65 | 114.80 | 0.05 | 0.96 | 0.97 |
| 112941 | GH 16 | Endo-β-1,3(4)-glucanase | 173.55 | 193.81 | -0.16 | 0.87 | 0.90 |
| *61809* | GH 16 | Endo-β-1,3(4)-glucanase | 60.02 | 33.25 | 0.85 | 0.37 | 0.46 |
| 54949 | GH 16 | β-glucan synthesis protein | 7.50 | 15.15 | -1.01 | 0.34 | 0.42 |
| 44128 | GH 18 | Chitinase | 13.21 | 12.84 | 0.04 | 0.96 | 0.97 |
| *53332* | GH 18 | Chitinase | 17.78 | 15.64 | 0.18 | 0.88 | 0.90 |
| 128150 | GH 27 | α-galactosidase | 54.98 | 165.15 | -1.59 | 0.14 | 0.21 |
| *98662* | GH 27 | α-galactosidase | 96.59 | 245.62 | -1.35 | 0.20 | 0.28 |
| 111730 | GH 28 | Pectinase | 10.46 | 293.31 | -4.81 | 0.00 | 0.00 |
| *43189* | GH 28 | Pectinase | 165.51 | 1311.10 | -2.99 | 0.01 | 0.03 |
| 107557 | GH 3 | β-glucosidase | 182.14 | 570.31 | -1.65 | 0.21 | 0.29 |
| 115593 | GH 47 | α-1,2-mannosidase | 75.87 | 284.80 | -1.91 | 0.07 | 0.13 |
| *46679* | GH 47 | α-1,2-mannosidase | 67.49 | 263.88 | -1.97 | 0.07 | 0.12 |
| 103675 | GH 5 | Endoglucanase | 54.26 | 237.64 | -2.13 | 0.05 | 0.09 |
| *117690* | GH 5 | Endoglucanase | 55.24 | 215.47 | -1.96 | 0.07 | 0.13 |
| 95568 | GH 5 | Endo-β-1,4-mannosidase | 68.71 | 259.93 | -1.92 | 0.08 | 0.13 |
| 115648 | GH 5 | Endoglucanase | 409.80 | 728.26 | -0.83 | 0.40 | 0.48 |
| *108962* | GH 5 | Endoglucanase | 17.79 | 63.00 | -1.82 | 0.09 | 0.15 |
| 121831 | GH 5 | Endo-β-1,4-mannanase | 172.17 | 393.80 | -1.19 | 0.24 | 0.32 |
| *134772* | GH 5 | Endo-β-1,4-mannanase | #N/A | #N/A | #N/A | #N/A | #N/A |
| 100251 | GH 51 | α-arabinofuranosidase | 31.65 | 69.74 | -1.14 | 0.28 | 0.36 |
| 108648 | GH 55 | Exo-β-1,3-glucanase | 40.74 | 50.43 | -0.31 | 0.81 | 0.85 |
| 105490 | GH 55 | Endo-β-1,3-glucanase | 0.36 | 0.38 | -0.09 | 1.00 | 1.00 |
| 119394 | GH 55 | Exo-β-1,3-glucanase | 93.97 | 30.67 | 1.62 | 0.11 | 0.18 |
| 111332 | GH 79 | β-glucuronidase | 27.56 | 95.77 | -1.80 | 0.09 | 0.16 |

^1^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014), alleles are listed in red italics under its pair.

^2^Carbohydrate esterase (CE) and glycoside hydrolase (GH) families as defined in the CAZy database (Lombard et al., 2014).

^3^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015).

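Table S7 sets these enzymes against IZ-5Rp, the comparison with the strongest decrease. The 18 mostly plant cell wall genes that fell, 13 with 1 gene per allele pair, included the GH 5 gene Rp103675, from 2550 RPKM to 54.3, the CE 16 gene Rp108959, from 2245 to 53.3, and the GH 10 xylanase Rp113670, from 764 to 22.1. In IZ-5Rp itself the enzymes were above the hyphal front: 33 of the 35 had a higher RPKM in IZ-5Rp than in Rp_0–5, with a median log2 ratio of 2.97.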

Table S7: Glycoside hydrolases and carbohydrate esterases found in secretomes of *Rhodonia placenta* on aspen wafers and their expression levels in the interaction zone (IZ) and in *R. placenta* hyphae 5 mm outside the interaction (IZ-5Rp).

| Protein ID^1^ | Name^2^ | Swiss prot^3^ | RPKM IZ | RPKM Pp-5 | Log_2_(IZ/IZ-5Rp) | p_value | q_value |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 20448 | CE 10 | Lipase | 3.06 | 58.29 | -4.25 | 0.01 | 0.01 |
| *50078* | CE 10 | Lipase | 3.64 | 71.78 | -4.30 | 0.00 | 0.01 |
| 125801 | CE 16 | Carboxylesterase | 197.41 | 5785.33 | -4.87 | 0.00 | 0.01 |
| 108959 | CE 16 | Carboxylesterase | 53.32 | 2245.00 | -5.40 | 0.00 | 0.00 |
| 106710 | CE 16 | No strong hits | 100.26 | 3209.47 | -5.00 | 0.00 | 0.00 |
| 113670 | GH 10 | Endo-β-1,4-xylanase | 22.07 | 764.04 | -5.11 | 0.00 | 0.00 |
| 112658 | GH 12 | Endo-β-1,4-glucanase | 7.29 | 645.32 | -6.47 | 0.00 | 0.00 |
| *121191* | GH 12 | Endo-β-1,4-glucanase | 20.47 | 1491.89 | -6.19 | 0.00 | 0.00 |
| 113112 | GH 15 | Glucoamylase | 32.63 | 255.57 | -2.97 | 0.03 | 0.06 |
| *117345* | GH 15 | Glucoamylase | 31.36 | 67.80 | -1.11 | 0.40 | 0.48 |
| 116903 | GH 16 | Endo-β-1,3(4)-glucanase | 114.92 | 287.28 | -1.32 | 0.33 | 0.42 |
| *128334* | GH 16 | Endo-β-1,3(4)-glucanase | 118.65 | 540.79 | -2.19 | 0.11 | 0.18 |
| 112941 | GH 16 | Endo-β-1,3(4)-glucanase | 173.55 | 915.19 | -2.40 | 0.06 | 0.11 |
| *61809* | GH 16 | Endo-β-1,3(4)-glucanase | 60.02 | 385.68 | -2.68 | 0.04 | 0.08 |
| 54949 | GH 16 | β-glucan synthesis protein | 7.50 | 124.87 | -4.06 | 0.01 | 0.02 |
| 44128 | GH 18 | Chitinase | 13.21 | 188.40 | -3.83 | 0.01 | 0.02 |
| *53332* | GH 18 | Chitinase | 17.78 | 222.48 | -3.65 | 0.01 | 0.02 |
| 128150 | GH 27 | α-galactosidase | 54.98 | 1032.60 | -4.23 | 0.01 | 0.01 |
| *98662* | GH 27 | α-galactosidase | 96.59 | 1921.19 | -4.31 | 0.00 | 0.01 |
| 111730 | GH 28 | Pectinase | 10.46 | 4.29 | 1.29 | 0.31 | 0.40 |
| *43189* | GH 28 | Pectinase | 165.51 | 83.91 | 0.98 | 0.48 | 0.56 |
| 107557 | GH 3 | β-glucosidase | 182.14 | 4240.92 | -4.54 | 0.00 | 0.00 |
| 115593 | GH 47 | α-1,2-mannosidase | 75.87 | 455.87 | -2.59 | 0.05 | 0.09 |
| *46679* | GH 47 | α-1,2-mannosidase | 67.49 | 360.79 | -2.42 | 0.07 | 0.12 |
| 103675 | GH 5 | Endoglucanase | 54.26 | 2550.33 | -5.55 | 0.00 | 0.00 |
| *117690* | GH 5 | Endoglucanase | 55.24 | 1781.16 | -5.01 | 0.00 | 0.00 |
| 95568 | GH 5 | Endo-β-1,4-mannosidase | 68.71 | 2024.03 | -4.88 | 0.00 | 0.00 |
| 115648 | GH 5 | Endoglucanase | 409.80 | 13777.20 | -5.07 | 0.00 | 0.00 |
| *108962* | GH 5 | Endoglucanase | 17.79 | 559.44 | -4.97 | 0.00 | 0.00 |
| 121831 | GH 5 | Endo-β-1,4-mannanase | 172.17 | 3451.12 | -4.33 | 0.00 | 0.01 |
| *134772* | GH 5 | Endo-β-1,4-mannanase | #N/A | #N/A | #N/A | #N/A | #N/A |
| 100251 | GH 51 | α-arabinofuranosidase | 31.65 | 283.94 | -3.17 | 0.03 | 0.05 |
| 108648 | GH 55 | Exo-β-1,3-glucanase | 40.74 | 297.09 | -2.87 | 0.03 | 0.06 |
| 105490 | GH 55 | Endo-β-1,3-glucanase | 0.36 | 6.07 | -4.07 | 0.01 | 0.02 |
| 119394 | GH 55 | Exo-β-1,3-glucanase | 93.97 | 455.51 | -2.28 | 0.08 | 0.13 |
| 111332 | GH 79 | β-glucuronidase | 27.56 | 1184.16 | -5.43 | 0.00 | 0.00 |

^1^Protein ID numbers from the DOE JGI Mycocosm database (Grigoriev et al., 2014), alleles are listed in red italics under its pair.

^2^Carbohydrate esterase (CE) and glycoside hydrolase (GH) families as defined in the CAZy database (Lombard et al., 2014).

^3^Putative functions determined by BLAST searches of SWISS PROT database (Bateman et al., 2015).

References

Armenteros, J. J. A., Tsirigos, K. D., Sonderby, C. K., Petersen, T. N., Winther, O., Brunak, S., et al. (2019). SignalP 5.0 improves signal peptide predictions using deep neural networks. *Nat. Biotechnol.* 37, 420+. doi:10.1038/s41587-019-0036-z.

Bateman, A., Martin, M. J., O’Donovan, C., Magrane, M., Apweiler, R., Alpi, E., et al. (2015). UniProt: A hub for protein information. *Nucleic Acids Res.* 43, D204–D212. doi:10.1093/nar/gku989.

Grigoriev, I. V, Nikitin, R., Haridas, S., Kuo, A., Ohm, R., Otillar, R., et al. (2014). MycoCosm portal: Gearing up for 1000 fungal genomes. *Nucleic Acids Res.* 42, D699–D704. doi:10.1093/nar/gkt1183.

Lombard, V., Ramulu, H. G., Drula, E., Coutinho, P. M., and Henrissat, B. (2014). The carbohydrate-active enzymes database (CAZy) in 2013. *Nucleic Acids Res.* 42, D490–D495. doi:10.1093/nar/gkt1178.

How the deposited data were processed for this re-analysis (not part of the article)

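RNA of 5 kinds of wood section was compared: the interaction zone of G. trabeum and R. placenta (IZ, 2 samples), the hyphae 5 mm outside of it on either side (IZ-5Rp and IZ-5Gt, 2 samples each), and the section 0–5 mm behind the hyphal front of single-species cultures (Rp_0–5 and Gt_0–5, 3 samples each). The single-species samples came from earlier studies that the paper cites.

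The authors trimmed the reads with Trimmomatic v0.3, mapped them with TopHat v2.0.13 to the joined JGI v1.0 genomes of both fungi and quantified them with Cuffdiff. The RPKM values were made by the authors, with geometric normalization between libraries, and pooled to 1 value per gene and group. The p-values and q-values of IZ against each other group are also those of Cuffdiff, as deposited by the authors. Tested over the 4 tables, 17137 of 17188 distinct p-values had a single q-value in all of them, so the q-values belong to 1 adjustment over genes of both fungi and more than a single comparison.

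From these values the ratio of RPKM in the IZ over the other group was computed for each gene, with no pseudocount. A gene was called when the ratio was at least 4-fold in either direction and the deposited q-value was under 0.05. These thresholds, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. No test across replicates, no SD, no precision of a single value and no depth could be given, since the tables hold neither replicate values nor counts. Where shares of genes are given, 95% Wilson intervals cover the sampling of genes only.

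Gene lists were the secreted GH and CE genes of Tables S4 to S7, the proteins of Table 1 and Tables S1 to S3, the secondary metabolism genes of Fig. 5, and the genes within 5 genes of those on the same scaffold. For each list the members lower in the IZ, the called members and the median log2 ratio, with 0.1 RPKM added to both values, were given. The median was set against 10000 random lists of the same size matched on expression in 20 bins. Neighbouring pairs of called genes were compared with 1000 permutations of the calls along the genome. Genes that share a locus entry counted as neighbours. The overlap of comparisons that share the IZ samples was set beside lists of the same sizes from simulated unchanged samples, a test chosen after the results were seen. The span of a gene runs from its first to its last coordinate.

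Names and classes of genes came from Supplementary Data S2 and the supplementary tables, and no other annotation was used. Named genes were those in the text, Table 1, Table 2, Fig. 5 and Tables S1 to S7, whose values in the paper had been seen, and for each comparison the 10 genes with the largest and the 10 with the smallest ratio (1 RPKM added) among those with a deposited q-value under 0.05. Of the genes the paper names, 11 had no entry in the tables. Other genes named as examples, such as members of a class or of a cluster, were chosen after their values were seen. Among G. trabeum genes 1956 and among R. placenta genes 256 share a locus entry with another gene, and reads may be shared between them. The R. placenta gene set lists both alleles of some genes. Only the lists of Tables S6 and S7 were also counted with 1 gene per allele pair.

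The calling step was tested on simulated data with 200 changed genes per comparison. It recovered 100% of them for R. placenta against Rp_0–5 (14578 genes), 99.5% against IZ-5Rp (14515 genes), 99.5% for G. trabeum against Gt_0–5 (10559 genes) and 100% against IZ-5Gt (10554 genes), and it called 1 unchanged gene in the first of these and 0 in the others. The simulated changes were large beside the simulated noise, p-values came from that known noise, and they were adjusted within a species. High recovery was thus nearly fixed in advance. It checks the code and does not measure how sensitive or specific the calls are on the real data.

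Alternatives were other thresholds on fold and q-value, pseudocounts, filters on low values, median centring, scaling of each species to an equal total, adjustment of the deposited p-values over the genes of each species alone (Benjamini-Hochberg), and other weights for signal shares. Chosen after the data were seen were 1 gene per allele pair of Tables S6 and S7 and GH 47 in the group with fungal wall or glycoprotein substrates. Proteomics, enzyme activities and the 15–20 mm sections were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.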

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

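The tests of the leading genes and of carried-over reads were chosen after the signal was seen. Genes of the opposing fungus were above 0 RPKM in the IZ-5 sections more often than in the single-species cultures. In IZ-5Rp 41.6% of the G. trabeum genes were above 0 RPKM, and 2.93% in Rp_0–5. In IZ-5Gt 29.5% of the R. placenta genes were above 0, and 1.57% in Gt_0–5. The number of genes above 0 depends on depth, which is unknown, and the whole share of R. placenta was lower in IZ-5Gt than in Gt_0–5 (0.132% and 0.197%).

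The broad part of this signal argues against reads assigned to the wrong genome at a few conserved genes: without the 5 leading genes, the share of RPKM of the opposing fungus was still 11.4 times that of the single-species culture for G. trabeum and 70.4 times for R. placenta. RNA of the opposing fungus in the section may account for it, since across genes the signal in IZ-5 followed that fungus's own profile in the IZ. Spearman rho was 0.63 for G. trabeum and 0.614 for R. placenta (genes are not independent replicates). It was 0.17 and 0.15 in the single-species cultures. These low values are no contrast, because 97.1% and 98.4% of the opposing genes are tied at 0 there, which by itself keeps rho low. Reads carried over between libraries cannot be told apart from RNA of the opposing fungus. Rho with the opposing fungus's own IZ-5 sample was 0.603 and 0.596. The IZ and IZ-5 libraries also belong to this study while the single-species libraries belong to earlier ones. The 5 leading genes are another matter: their summed RPKM in the single-species culture was 0.318 of that in IZ-5 for G. trabeum and 1.13 times that in IZ-5 for R. placenta, where no opposing fungus was present, so reads assigned to the wrong genome are a candidate explanation for them. Early growth of either fungus past the interaction zone stays open and was not tested.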

How the results depend on the processing

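Of 520 values under an alternative setting, 401 kept their side or stayed within 1.5 times or within the interval of the main value, and 119 moved. No called named gene changed direction, but this was fixed in advance. Thresholds, filters and pseudocounts cannot reverse a ratio. The largest median log2 shift that centring took out was −1.56, too little to turn a 4-fold call around. The sign of 18 medians of lists changed, 8 under median centring, 8 under equal total scaling and 1 each under the alternatives added later. Of the 119 that moved, 46 are medians of lists under equal total scaling (22) and median centring (24), which add a constant to the log2 ratios by construction. With the exceptions below, counts of higher genes stayed within 1.5 times under fold thresholds of 2 and 8, both pseudocounts, the low-value filter, leaving out genes at 0, and both scalings. No paired analysis was possible because the tables hold 1 pooled value per group, and leaving out each replicate was not possible for the same reason. A count of oxidoreductases was not run where over 5% of a list had no name or no gene was called, and a list from product keywords was not run because no gene table was at hand. For the GH and CE genes, the alternatives of 1 gene per allele pair in R. placenta and GH 47 in the group of fungal wall or glycoprotein substrates, were chosen after the data were seen, and they moved no value beyond its interval. The depth of the samples is unknown, so what it limits cannot be stated.

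With a 4-fold ratio alone, R. placenta had 228 higher and 1005 lower genes against Rp_0–5 and 610 and 2088 against IZ-5Rp, and G. trabeum had 256 and 300 against Gt_0–5 and 183 and 2604 against IZ-5Gt; oxidoreductases were then 34.8%, 18.9% and 16.0% of the named higher genes against Rp_0–5, IZ-5Rp and Gt_0–5. This setting drops a criterion, so the counts can only grow. With q under 0.01, higher and lower counts were 54 and 29 (Rp_0–5), 43 and 147 (IZ-5Rp), 87 and 29 (Gt_0–5), and 48 and 382 (IZ-5Gt), with oxidoreductases at 12.5% against IZ-5Gt. With p-values adjusted over the species alone they were 0 and 0 (Rp_0–5), 0 and 0 (IZ-5Rp), 19 and 3 (Gt_0–5), and 20 and 107 (IZ-5Gt), with oxidoreductases at 10.5% against Gt_0–5; the called named genes then went from 24 to 0 higher against Rp_0–5, from 25 to 0 against IZ-5Rp, from 34 to 9 against Gt_0–5 and from 27 to 11 against IZ-5Gt. At 8-fold or more, lower genes were 60 (Rp_0–5), 29 (Gt_0–5) and 414 (IZ-5Gt). Lower genes against Rp_0–5 were 49 with a pseudocount of 1 RPKM and 59 without genes listed at 0.

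Median centring gave 39 lower G. trabeum genes against Gt_0–5 and 199 against IZ-5Gt, and equal total scaling gave 46 and 209. Under median centring, the percent of members lower in the IZ was 78.4 for G. trabeum GH and CE genes against IZ-5Gt and 62.9 for those of R. placenta against Rp_0–5; against Gt_0–5 and IZ-5Gt it was 26.9 and 34.8 for genes within 5 of the secondary metabolism genes, 28.2 and 37.8 within 10, 58.6 and 75.9 for proteins of IZ-5Gt extracts, and 0 and 0 for the secondary metabolism genes, and it was 28.6 for the G. trabeum proteins of Table 1 against IZ-5Gt. Under equal total scaling the values in this order were 78.4 and 65.7, 35.8 and 40.6, 37.1 and 40.9, 69.0 and 75.9, and 0 and 0, and it was 44.4 for proteins of IZ-5Rp extracts against IZ-5Rp.

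With the sum of RPKM alone, the IZ signal was 63.5% G. trabeum and 36.5% R. placenta, and without the 50 most abundant genes 65.9% and 34.1%. The signal of the opposing fungus by summed RPKM was 0.380% in IZ-5Rp, 0.155% in Rp_0–5, 0.665% in IZ-5Gt and 1.31% in Gt_0–5. Opposing genes under 0.1 RPKM were 98.2% in IZ-5Rp, 99.9% in Rp_0–5, 87.6% in IZ-5Gt and 99.9% in Gt_0–5. Adjacent pairs of higher R. placenta genes against IZ-5Rp were 20 with the ratio alone and at least 1 RPKM in the IZ. Where no construction is named, the cause was not tested.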

Differences from the paper's values

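The values here use a 4-fold ratio together with a deposited q-value under 0.05, as the paper's methods name an FDR under 0.05 and a 4-fold ratio, while its counts match the ratio without an FDR threshold. A count or share of higher genes is taken to differ when it is over 1.5 times apart from the paper's. For each pair that follows, the ratio alone with no q-value, an alternative fixed before the data were examined, gave a value within 1.5 times of the paper's, and no other alternative did. Genes higher in the IZ were 88 against Rp_0–5 (the paper's value is 228), 100 against IZ-5Rp (the paper's is 610), 150 against Gt_0–5 (the paper's is 256) and 76 against IZ-5Gt (the paper's is 183). Oxidoreductases among them were 46 against Rp_0–5 (the paper's is 79), 46 against IZ-5Rp (the paper's is 116) and 16 against IZ-5Gt (the paper's is 26). As a share, they were 52.3% against Rp_0–5 (the paper's is 34.6%) and 46.0% against IZ-5Rp (the paper's is 19.0%). Secondary metabolism genes of R. placenta against Rp_0–5 were 0 (the paper's is 1), and higher GH genes were 0 in R. placenta (the paper's is 4) and 0 in G. trabeum (the paper's is 1). Hypothetical proteins were 28.4% of the R. placenta genes against Rp_0–5 (the paper's is 51.3%).

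The paper states that hypothetical proteins were the largest class of higher genes in all comparisons; here they were in both G. trabeum comparisons, and in R. placenta oxidoreductases were larger, with 46 genes against 25 and 46 against 36. With the ratio alone they were the largest class in all 4. The paper gives Rp105721 a rank of 3rd among the R. placenta genes; by the ratio it was the 4th, as in the order of Table 2, and it was the 3rd among called genes. The text counts more secondary metabolism genes of G. trabeum as upregulated in its section on them than in the comparison of categories; of the genes of Fig. 5, Gt9220, Gt49473, Gt117331 and Gt131990 had ratios to Gt_0–5 of 3.53, 3.69, 3.22 and 3.80, under 4-fold. Fig. 5 gives its fold changes as IZ over Gt_0–5; the value it prints for Gt50822 equals the ratio to IZ-5Gt, 38.6, while the ratio to Gt_0–5 was 45.8, and the other 9 match the ratios to Gt_0–5.

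The paper names Pp118230 as a GH 18 gene that was upregulated; Rp118230 was at 0.627 of Rp_0–5 and 2.85-fold IZ-5Rp, and it passed 4-fold in neither comparison. The GH 18 genes that passed it were Rp93624 and Rp114058, against IZ-5Rp with the ratio alone. The text counts 1 protein more of each species in IZ extracts than the 25 and 9 listed in Table S1. Log2 ratios of all 50 genes of Table 2 lay within 0.05 of those in the paper.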

Other observations

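The tests of the q-values, of the shared scale and of enzyme levels in the IZ-5 sections were chosen after the results were seen. Relative to the non-interacting hyphae, the largest decreases in the interaction zone were in genes without a name in the supplementary data. Supplementary Data S2 names genes listed as higher in the IZ, so the lack of a name is not a result. In R. placenta, Rp55313 fell 336-fold and Rp114469 fell 262-fold relative to IZ-5Rp. In G. trabeum, Gt131220, the most abundant transcript of IZ-5Gt, fell 145-fold to an RPKM of 166, and Gt39420 was at 206 in Gt_0–5 and 271 in IZ-5Gt and listed at 0 in the IZ.

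Lower genes also lay side by side, except in G. trabeum against Gt_0–5, with 1 pair against 0.683 on average under permutation (one-sided permutation p = 0.507). Relative to IZ-5Gt, 202 adjacent pairs of G. trabeum genes were called lower, against 118 on average under permutation, and relative to IZ-5Rp 41 pairs of R. placenta genes, against 13.5 (one-sided permutation p = 0.001 for both, the smallest that 1000 permutations can give). Most of the G. trabeum calls depend on the scaling: after median centring 17 pairs remained there, against 3.5 under permutation, and 38 in R. placenta, against 12.3. With p-values adjusted over a single species, 7 of these G. trabeum pairs were left, against 1.02, and 0 in R. placenta. Genes that share a locus entry (1956 in G. trabeum and 256 in R. placenta) counted as neighbours, and pairs of them were not left out. In R. placenta, transporters also rose: 7 of the 88 genes called higher than in Rp_0–5 were transporters or channels, among them the sulfate permeases Rp119272 (21.5-fold) and Rp117044 (14.3-fold), which were chosen after their values were seen.

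Few genes passed when the authors' p-values were adjusted over a single species. At the smallest p of the authors' deposited table, 5e-05, the q-value was 0.000107, which implies that 46.8% of all tests in that adjustment had this p. In the 4 comparisons at hand 31.9% of tests had it, so the adjustment apparently held further tests, which are unknown. Genes of the opposing fungus reached the smallest p at 87.7%, 42.2%, 91.1% and 39.2% in the comparisons with Rp_0–5, IZ-5Rp, Gt_0–5 and IZ-5Gt. This was at least 103.575 times the share of own genes, so the adjustment together with the opposing fungus is a candidate explanation for the number of genes with a low q-value. In the same order only 10, 7, 17 and 40 genes of the species under study were at the smallest p, and at least 14, 14, 11 and 11 were needed there for any to pass alone. No biological explanation of this pattern was tested.

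The median gene of either species was lower in the IZ in all 4 comparisons. Scaling each species to an equal total left −0.13 as the largest remaining median, but the same scaling also left −0.18 and −0.03 between IZ-5 and single-species samples that hold no such mixture, so a shared RPKM scale, with dilution by RNA of the opposing fungus, and a general decrease of expression cannot be told apart. As a list, the GH and CE genes lay below this shift. The gap was smallest in R. placenta against Rp_0–5, where the median less the lower bound of the central 95% of matched lists was −0.21. The list was chosen for secretion in earlier single-species cultures, so matched lists cannot separate a response from that choice. Not every part of it was below: the R. placenta genes with fungal wall or glycoprotein substrates lay 0.89 above the shift against Rp_0–5. High enzyme levels in the reference may account for part of the decrease relative to IZ-5. The GH and CE genes were above the hyphal front there, with a median log2 ratio of 1.33 in G. trabeum and 2.97 in R. placenta. These were at least 0.112 above the upper bound of the central 95% of matched lists. A decrease in response to the opposing fungus stays open.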
